# *Bombyx* Vasa sequesters transposon mRNAs in nuage via phase separation requiring RNA binding and self-association

**DOI:** 10.1038/s41467-023-37634-2

**Published:** 2023-04-07

**Authors:** Hiroya Yamazaki, Yurika Namba, Shogo Kuriyama, Kazumichi M. Nishida, Asako Kajiya, Mikiko C. Siomi

**Keywords:** RNA, Piwi RNAs, Intrinsically disordered proteins

## Abstract

*Bombyx* Vasa (BmVasa) assembles non-membranous organelle, nuage or Vasa bodies, in germ cells, known as the center for Siwi-dependent transposon silencing and concomitant Ago3-piRISC biogenesis. However, details of the body assembly remain unclear. Here, we show that the N-terminal intrinsically disordered region (N-IDR) and RNA helicase domain of BmVasa are responsible for self-association and RNA binding, respectively, but N-IDR is also required for full RNA-binding activity. Both domains are essential for Vasa body assembly in vivo and droplet formation in vitro via phase separation. FAST-iCLIP reveals that BmVasa preferentially binds transposon mRNAs. Loss of Siwi function derepresses transposons but has marginal effects on BmVasa-RNA binding. This study shows that BmVasa assembles nuage by phase separation via its ability to self-associate and bind newly exported transposon mRNAs. This unique property of BmVasa allows transposon mRNAs to be sequestered and enriched in nuage, resulting in effective Siwi-dependent transposon repression and Ago3-piRISC biogenesis.

## Abstract (web summary)

Bombyx Vasa assembles Vasa bodies, the site of transposon silencing by Siwi and Ago3-piRISC formation. Here, the authors show Vasa sequesters transposon mRNAs in Vasa bodies via phase separation requiring RNA binding and self-association of Vasa.

## Introduction

Vasa, an ATP-dependent RNA helicase of the DEAD (Asp-Glu-Ala-Asp)-box protein family, was originally identified in *Drosophila* as a factor essential for the development of the female reproductive system^1,2^. Subsequent studies showed that Vasa is highly conserved in a wide range of organisms including humans and accordingly serves as a hallmark of primordial and gonadal germ cells^3,4^.

In developing embryos of *Drosophila*, Vasa localizes to polar granules, where it specifically binds to some mRNAs and regulates translation, embryonic patterning, and germ cell differentiation^5,6^. Vasa in germ cells is detected in nuage, a non-membranous perinuclear organelle^7–10^. Nuage is known to act as the biogenesis center of PIWI-interacting RNA (piRNA)-induced silencing complex (piRISC)^11,12^. The piRISC is composed of piRNA and its protein partner PIWI in a stoichiometric manner, and plays a central role in piRISC-mediated transposon silencing^13–18^. piRISC generation, particularly its amplification process known as the ping-pong cycle, takes place within nuage, where two PIWI members [e.g., Aubergine (Aub) and Ago3 in *Drosophila* and Mili and Miwi2 in mice] cleave transposon transcripts complementary to PIWI-bound piRNAs depending on their endonuclease (slicer) activity. This system accumulates numerous piRISCs in germ cells and concomitantly consumes transposon transcripts in both sense and antisense orientations, achieving transposon silencing at the post-transcriptional level^14,19,20^. *Vasa* mutant flies do not have nuage and so contain few piRISCs^21^. As a result, transposons are desilenced as in *piwi* mutants^22^. This causes severe defects in gonadal development, resulting in infertility.

Further analysis showed that Vasa of *Drosophila melanogaster* (hereinafter referred to as DmVasa) binds to piRNA precursors exported from the nucleus in a UAP56-dependent manner and assembles nuage to trigger the ping-pong cycle^23^. (Notably, a recent study showed that piRNA precursors are also exported in an Nxf3-dependent manner in the gonads^24^, although DmVasa’s involvement in this pathway remains unclear.) This model is consistent with the earlier notion that DmVasa is an RNA-binding protein and is necessary for the formation of nuage^25^. However, the mechanism behind nuage formation has remained unclear. It has also remained unclear how other properties of DmVasa, such as RNA unwinding^26^, contribute to piRISC generation in *Drosophila*.

Studies using *Bombyx* ovary-derived cultured germ cells (e.g., BmN4 cells) revealed that *Bombyx mori* Vasa (BmVasa) uses its own RNA unwinding activity to release cleaved RNAs from Siwi-piRISC (Siwi is the counterpart of *Drosophila* Aub)^11,27^. The E339Q mutant of BmVasa remains bound to hydrolyzed ATP (i.e., ADP and inorganic phosphate) and is therefore unable to release RNAs (Glu339 is the second amino acid in the DEAD box of BmVasa)^11,27^. In addition, the E339Q mutant remains attached to Siwi-piRISC and piRNA-free Ago3. These results suggested a model of the role of BmVasa in the ping-pong cycle; namely, BmVasa unwinds cleaved RNAs from Siwi-piRISC to promote the transfer to unbound Ago3 by interacting with the two PIWI proteins simultaneously. Interestingly, BmVasa is not involved in RNA release from Ago3-piRISC in the ping-pong cycle. We recently identified another DEAD-box protein, Ddx43, as a factor responsible for the process of promoting the generation of Siwi-piRISC depending on Ago3 slicer activity^28^. Factors other than DEAD-box proteins involved in piRISC biogenesis in silkworm include mitochondrial proteins, such as Papi and Zucchini (Zuc)^29,30^.

The nuage in BmN4 cells can be classified into at least three types: Ago3 bodies, Vasa bodies, and Mael bodies^31^. Ago3 bodies function as centers for generating Siwi-piRISC in the ping-pong cycle, while Vasa bodies are thought to function as centers for generating Ago3-piRISC. The function of Mael bodies in piRISC biogenesis remains unknown. Upon depletion of Ago3 in BmN4 cells, Ago3 bodies are no longer assembled, but Vasa bodies are still present. Similarly, the loss of Mael results in the loss of Mael bodies, but the formation of Vasa bodies is unaffected. These findings suggest that the formation of Vasa bodies is at the top of the hierarchy of nuage formation^31^.

Human Ddx4/Vasa (Ddx4) localizes to nuage in both ovaries and testes^32^. Ddx4 contains intrinsically disordered regions (IDRs) at both N- and C-termini in addition to the central DEAD-box RNA helicase domain^33^. When Ddx4 was ectopically expressed in non-gonadal HeLa cells, which intrinsically express no Ddx4 and contain no nuage or piRISC, liquid–liquid phase separation (LLPS) resulted in the formation of nuage-like structures^33^. The Ddx4^YFP^ mutant, which has a yellow fluorescent protein (YFP) instead of the central RNA helicase domain, also assembled the droplets, albeit in the nucleus. The N-IDR alone also formed nuage-like droplets in vitro but was destabilized by amino acid alterations or modifications that disrupt electrostatic interaction of N-IDRs. These findings indicated that the N-IDR of Ddx4 is necessary and sufficient for LLPS-driven droplet formation, but that the RNA-binding activity via the RNA helicase domain is not required. However, it is still unclear whether this idea applies to Vasa in other species, including BmVasa.

In this study, we analyzed BmVasa in cultured BmN4 cells and found that the N-IDR and the central RNA helicase domain are responsible for self-association and RNA binding, respectively, and that the RNA-binding activity of the RNA helicase domain is originally negligible but is greatly enhanced by self-association via the N-IDR. The activities of BmVasa to both self-associate (via the N-IDR) and bind RNAs (via the central RNA helicase domain) were indispensable for Vasa body formation. Recombinant BmVasa phase-separated and assembled nuage-like droplets in vitro, which was enhanced in the presence of single-stranded RNAs (ssRNAs). Fully automated and standardized individual-nucleotide-resolution cross-linking immunoprecipitation (FAST-iCLIP) sequencing for BmVasa showed that BmVasa preferentially binds transposon mRNAs, the primary target of Siwi-mediated transposon silencing and the major source of Ago3-piRISC. Unlike transposon expression, BmVasa–RNA binding was little affected by the lack of Siwi-piRISC, suggesting that BmVasa targets and binds to RNAs that have just been exported from the nucleus. These findings indicate that BmVasa assembles nuage (Vasa bodies) via phase separation depending on its ability to self-associate and bind preferentially to newly exported transposon mRNAs. This property of BmVasa allows transposon mRNAs to be sequestered and enriched in Vasa bodies, leading to effective Siwi-dependent post-transcriptional repression of transposons and concomitant Ago3-piRISC biogenesis.

## Results

### Both N-IDR and central RNA helicase domain are required for BmVasa to assemble Vasa bodies and facilitate Ago3-piRISC generation in BmN4 cells

BmVasa, like its human ortholog Ddx4, contains two IDRs, one at the N-terminal end (N-IDR: Met1–Val135) and the other at the C-terminal end (C-IDR: Gly565–Trp601) (Fig. 1a and Supplementary Fig. 1a). The N-IDR of Ddx4 (Met1–Ser236) was reported to be required and sufficient for the self-association of Ddx4 and formation of nuage-like structures in HeLa cells^33^. To test whether the N-IDR of BmVasa is also required and sufficient for the self-association of BmVasa and assembly of Vasa-positive nuage (i.e., Vasa bodies) in BmN4 germ cells, we produced two mutants of BmVasa, ΔN and ΔC, that lack N-IDR and C-IDR, respectively (Fig. 1a). WT BmVasa and the deletion mutants were expressed individually in BmN4 cells, and immunoprecipitation and immunofluorescence were conducted.

**Fig. 1:**
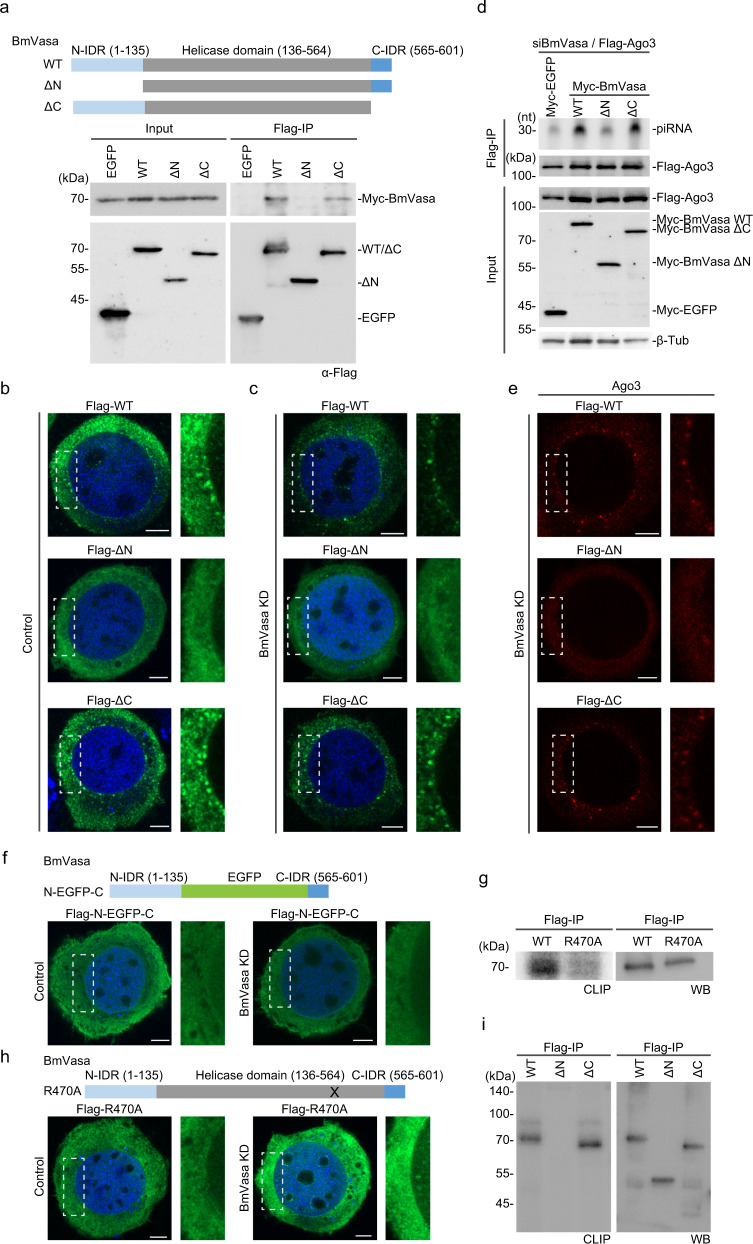
Both N-IDR and RNA helicase domain of BmVasa are required for Vasa body assembly and Ago3-piRISC biogenesis in BmN4 cells. **a** Top: the domain structures of BmVasa WT, ΔN, and ΔC. Bottom: Immunoprecipitation/ western blotting shows that Flag-BmVasa WT and the ΔC mutant, but not ΔN mutant, associate with Myc-BmVasa. Flag-EGFP: a negative control. Anti-Flag antibody was used for immunoprecipitation and western blotting (lower) and Anti-Myc antibody for western blotting (upper). **b, c** Subcellular localization of Flag-BmVasa WT (Flag-WT), Flag-BmVasa ΔN (Flag-ΔN), and Flag-BmVasa ΔC (Flag-ΔC) in BmN4 cells (Control) (**b**) and in BmN4 cells lacking endogenous BmVasa (BmVasa KD) (**c**) (green). DAPI (blue): nuclei. Scale bar: 5 µm. Right: enlarged images of the insets. **d** piRNAs loaded onto Flag-Ago3 in BmVasa-depleted BmN4 cells (BmVasa KD). Myc-BmVasa WT, ΔN, and ΔC were expressed prior to immunoprecipitation. Myc-EGFP: a negative control. Flag-IP (upper): ^32^P-labeled piRNAs bound to Flag-Ago3. Flag-IP (lower): Flag-Ago3 in the immunoprecipitates. Input: Flag-Ago3 (top) and Myc-BmVasa WT, ΔC, ΔN, and EGFP (middle). β-Tubulin (β-Tub) (bottom): a loading control. **e** Subcellular localization of endogenous Ago3 in cells in (**c**). Scale bar: 5 µm. Right: enlarged images of the insets. **f** Subcellular localization of Flag-BmVasa N-EGFP-C mutant (Flag-N-EGFP-C) in BmN4 cells (Control; left) and cells lacking endogenous BmVasa (BmVasa KD; right) (green). DAPI (blue): nuclei. Scale bar: 5 µm. Right: enlarged images of the insets. The domain structure of BmVasa N-EGFP-C is shown on top. **g** CLIP shows that WT BmVasa binds to RNAs in BmN4 cells but the R470A mutant does not. Western blotting (WB) shows that the amounts of WT BmVasa and its R470A mutant in the samples are approximately equal. **h** Subcellular localization of Flag-R470A in BmN4 cells (Control; left) and cells lacking endogenous BmVasa (BmVasa KD; right) (green). DAPI (blue): nuclei. Scale bar: 5 µm. Right: enlarged images of the insets. The domain structure of BmVasa R470A mutant is shown on top. X: Arg470 mutagenized to alanine. **i** CLIP showed that WT BmVasa and ΔC, but not ΔN, bind to RNAs in vivo. Western blotting (WB) shows that the amounts of WT BmVasa and its mutants in the samples are approximately equal. Source data are provided as a Source Data file.

Immunoprecipitation showed that Flag-BmVasa WT and the ΔC mutant co-immunoprecipitated with Myc-BmVasa WT, but Flag-BmVasa ΔN mutant did not (Fig. 1a). Immunofluorescence showed that Flag-BmVasa WT and its ΔC mutant localized to Vasa bodies in BmN4 cells but Flag-BmVasa ΔN mutant failed to do so (Fig. 1b and Supplementary Fig. 1b). In BmN4 cells lacking endogenous BmVasa, where Vasa bodies were no longer assembled^31^, expression of Flag-BmVasa WT and the ΔC mutant restored the nuage assembly (Fig. 1c). However, no such result was obtained with the ΔN mutant. These findings indicate that the N-IDR of BmVasa is essential for self-association of BmVasa, BmVasa localization to Vasa bodies, and de novo assembly of Vasa bodies in BmN4 cells. The C-IDR of BmVasa was not required for any of these activities.

We next examined whether the BmVasa ΔN and ΔC mutants retained the ability to produce Ago3-piRISC. Upon depletion of endogenous BmVasa, WT BmVasa and the mutants were expressed and piRNAs loaded onto Flag-Ago3, which was co-expressed in the cells, were visualized by ^32^P-labeling. When WT BmVasa and the ΔC mutant were expressed, Flag-Ago3 was similarly loaded with piRNAs (Fig. 1d and Supplementary Fig. 1c). However, when the ΔN mutant was expressed, Flag-Ago3 was almost empty as in the negative control cells. These results indicate that BmVasa N-IDR is indispensable for the production of Ago3-piRISC. Ago3 was dispersed throughout the cytoplasm in BmVasa ΔN-expressing cells (Fig. 1e). Because Ago3 body formation requires Ago3 being loaded with piRNAs^34^, this result corroborates that BmVasa N-IDR is indispensable for the generation of Ago3-piRISC.

We produced another mutant of BmVasa, termed N-EGFP-C, containing an EGFP instead of the central RNA helicase domain, mimicking the Ddx4^YFP^ mutant^33^, and examined its subcellular localization in BmN4 cells. The N-EGFP-C mutant did not localize to Vasa bodies when expressed in normal BmN4 cells (Fig. 1f and Supplementary Fig. 1b). It also failed to assemble Vasa bodies in endogenous BmVasa-lacking cells (Fig. 1f), unlike the Ddx4^YFP^ mutant in HeLa cells. This clearly indicates that the N-IDR of BmVasa is not sufficient for Vasa body assembly in BmN4 cells and that the central RNA helicase domain is additionally required for BmVasa to induce the body formation. The contribution of N-IDR to Vasa/Ddx4 function appears to differ between silkworm and humans.

The central RNA helicase domain in BmVasa and Ddx4, which consists of a DEAD-like helicase N-terminal domain (DEXDc) and a helicase superfamily C-terminal domain (HELICc), is conserved in many factors functioning in RNA metabolism and confers RNA-binding activity to host proteins^35^. To exert its function, the RNA helicase domain must contain a Gln-X-X-Arg (QXXR) tetrad in HELICc^36^. This tetrad is found in BmVasa, DmVasa, Ddx4, and other DEAD-box proteins such as UAP56 and eIF4A (Supplementary Fig. 1d). eIF4A is required for translation initiation and UAP56 functions in the nuclear export of RNAs, including piRNA precursors^23,37^. In this study, we substituted Arg470 within the BmVasa QRER tetrad (467–470) to alanine, producing the BmVasa R470A mutant. As expected, this mutant exhibited only marginal RNA-binding activity in cross-linking immunoprecipitation (CLIP) assays in vivo (Fig. 1g). Immunofluorescence showed that this mutant did not localize to or assemble Vasa bodies in BmN4 cells (Fig. 1h and Supplementary Fig. 1b). This indicates that the RNA-binding activity possessed by the central RNA helicase domain through the QRER tetrad is required for BmVasa to localize to and assemble Vasa bodies. This is consistent with the findings for DmVasa, whose equivalent mutant R527A failed to localize to nuage in the ovaries^38^. It is noted that the R470A mutant often appeared to be peri-nucleolar when endogenous BmVasa was absent, although its physiological significance remains unknown. The R470A mutant of BmVasa contains the whole of N-IDR and, as expected, self-associated similarly to the WT (Supplementary Fig. 1e). These results suggest that the self-association activity of BmVasa via N-IDR is independent of BmVasa–RNA binding.

CLIP assays showed that the ΔC mutant binds RNAs in vivo (Fig. 1i). In sharp contrast, no such activity was found for the ΔN mutant, although both mutants contained the RNA helicase domain intact (Fig. 1i). BmVasa N-IDR alone showed very low RNA-binding capacity in vitro: in fact, it was much lower than that of WT BmVasa (Supplementary Fig. 1f). These results, together with those in Fig. 1g, indicate that N-IDR may have minimal affinity for RNA but is clearly insufficient to confer full RNA-binding activity of BmVasa. Rather, N-IDR supports the central RNA helicase domain to confer full RNA-binding activity of BmVasa via self-association.

The expression of ΔN mutant instead of endogenous BmVasa in BmN4 cells produced very little Ago3-piRISC (Fig. 1d). Similarly, the R470A mutant of BmVasa was unable to produce Ago3-piRISC (Supplementary Fig. 1g). Thus, Vasa body assembly and Ago3-piRISC biogenesis that takes place in Vasa bodies require both BmVasa–BmVasa and BmVasa–RNA interactions via the N-IDR and the RNA helicase domain, respectively. The functional characteristics of each BmVasa mutant analyzed so far in this study are summarized in Supplementary Fig. 1h.

### Recombinant BmVasa alone can assemble nuage-like droplets via phase separation in vitro

To track the dynamics of BmVasa in living BmN4 cells, EGFP-BmVasa was expressed in BmN4 cells and live imaging was performed under a microscope. Vasa bodies emitting green fluorescence were detected and observed to fuse with one another over time, a typical feature of LLPS-driven structures (Fig. 2a, b and Supplementary Movie 1). When the cells were treated with 200 mM ammonium acetate, which disturbs electrostatic intermolecular interactions, the fluorescent bodies mostly disappeared (Fig. 2c). However, when the cells were replaced with fresh medium without the salt, the fluorophores began to reappear (Fig. 2c). This liquidus, spontaneous coalescence and dispersion of the bodies strongly suggest that Vasa bodies in BmN4 cells are driven by LLPS.

**Fig. 2:**
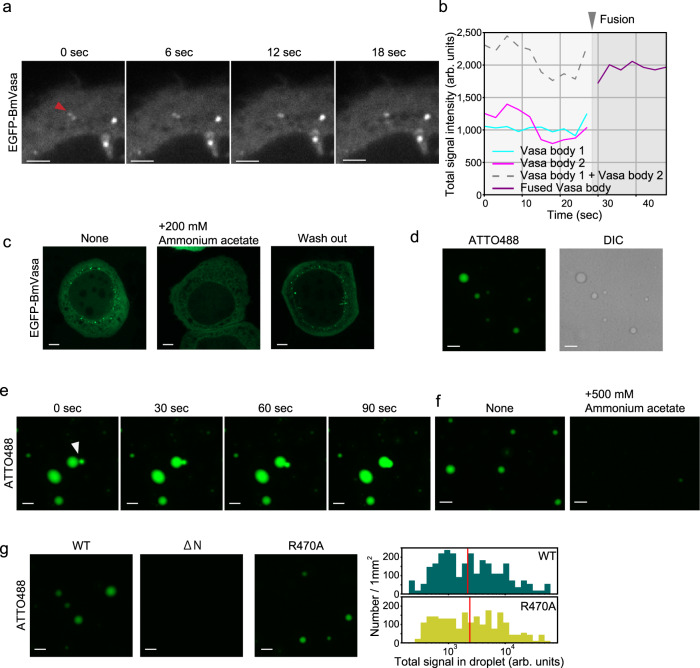
Recombinant BmVasa has the ability to assemble nuage-like droplets in vitro. **a** Snapshots of live imaging of EGFP-BmVasa in BmN4 cells. Two cytoplasmic EGFP-BmVasa-positive droplets indicated by a red triangle merge over time. Scale bar: 2 μm. **b** Signal intensity of Vasa body before and after fusion was quantified. **c** EGFP-BmVasa-positive droplets in BmN4 cells (None) disappeared upon treatment with 200 mM ammonium acetate. After washing out the salt, BmVasa-positive droplets were re-formed. Scale bar: 5 μm. **d** In vitro droplet formation assays in the presence of 15% PEG 6000 showed that 1.5 μM ATTO488-labeled recombinant BmVasa has activity to assemble nuage-like droplets. DIC: Differential interference contrast. Scale bar: 5 μm. **e** Snapshots of live imaging of 1.5 μM ATTO488-labeled recombinant BmVasa show that the BmVasa-positive droplets merge over time. Scale bar: 5 μm. **f** The BmVasa-positive in vitro droplets are not assembled in the presence of 500 mM ammonium acetate (BmVasa: 1.5 μM). Scale bar: 5 μm. **g** Assembly of BmVasa-positive droplets in vitro depends on self-association activity of BmVasa but not on its RNA-binding activity (BmVasa: 1.5 μM). Scale bar: 5 μm. Histograms of total ATTO488 signal intensity of a droplet are shown. Red line indicates the median [*p* = 0.658 (WT vs. R470A), by two-tailed Mann–Whitney U test]. Source data are provided as a Source Data file.

To examine the ability of BmVasa alone to undergo LLPS, fluorescently labeled recombinant BmVasa (Supplementary Fig. 2a) was incubated in 96-well culture plates in the presence of 15% Polyethylene Glycol (PEG) 6000, a widely used macromolecular crowding reagent. Spherical fluorescent droplets were observed microscopically (Fig. 2d). We observed that these droplets fused over time (Fig. 2e) similar to Vasa bodies in BmN4 cells (Fig. 2a). The in vitro droplets were hardly observed in the presence of 500 mM ammonium acetate (Fig. 2f). We thus assert that BmVasa has the intrinsic ability to undergo LLPS on its own and that this ability is better exerted in the presence of support such as PEG 6000.

Recombinant BmVasa used in the in vitro assays had no symmetrical dimethyl arginine (sDMA) because it was produced in *E. coli*. However, a previous study showed that the substitution of arginine residues to lysine at N-IDR (RK mutant) of BmVasa, which is defective in sDMA modification, resulted in delocalization to nuage in vivo^27^. In this study, we conducted the in vivo experiments and found that the RK mutant localized to nuage (Supplementary Fig. 2b). The fluorescence recovery after photobleaching (FRAP) assay in vivo showed that the mutant has similar liquidity to WT (Supplementary Fig. 2c). Furthermore, this mutant was able to assemble Vasa bodies de novo in cells lacking endogenous BmVasa (Supplementary Fig. 2b). Taking these findings together, we state that the Vasa body formation in BmN4 cells is independent of sDMA modification of BmVasa N-IDR. Prmt5 is responsible for the sDMA modification of DmVasa and it was reported that, in *prmt5* mutant flies, the localization of DmVasa in ovarian germ cells did not change^39^. This is consistent with our findings in silkworm BmN4 cells.

Although sDMA modification of the N-IDR of BmVasa is not essential for Vasa body formation, the N-IDR was indispensable for Vasa body formation in vivo (Fig. 1c). We then assessed whether this was also true in vitro. To this end, recombinant BmVasa ΔN mutant was prepared (Supplementary Fig. 2a), labeled with ATTO488 (green fluorescent dye), and incubated in 96-well plates containing 15% PEG 6000. The ΔN mutant showed difficulty assembling droplets (Fig. 2g and Supplementary Fig. 2d, e), indicating that even in vitro BmVasa requires N-IDR-mediated self-association for nuage-like droplet formation. In the following assays, recombinant BmVasa R470A mutant was employed (Supplementary Fig. 2a). This mutant assembled the fluorescent droplets similarly to the WT control (Fig. 2g and Supplementary Fig. 2d), which suggests that, at least in vitro, BmVasa can induce phase separation independently of its RNA-binding activity in the presence of 15% PEG 6000, although in vivo BmVasa required both BmVasa–BmVasa and BmVasa–RNA interaction to induce LLPS-driven nuage formation.

### The ability of BmVasa to assemble nuage-like droplets in vitro is enhanced by BmVasa–RNA interaction

We inferred that the discrepancy between the in vivo and in vitro assays might be attributable to the relatively high concentration of PEG 6000 (15%), although it has commonly been used in similar studies^40,41^. Therefore, we next conducted the assays with a reduced concentration of PEG 6000 (i.e., 5%). Under these conditions, WT BmVasa showed difficulty assembling fluorescent droplets (Fig. 3a and Supplementary Fig. 3a). However, upon the addition of 2000 nt ssRNAs to the reaction mixture, droplets appeared (Fig. 3a and Supplementary Fig. 3a). When 50 nt ssRNAs were added instead, even though the total mass of RNAs added was adjusted to be about the same, few droplets appeared (Fig. 3a and Supplementary Fig. 3a, b). The presence of double-stranded RNAs (50 nt) also did not induce droplet formation (Supplementary Fig. 3b). These findings indicate that the BmVasa–ssRNA association induces BmVasa to undergo LLPS in vitro but its effectiveness depends RNA length. The low influence of RNA secondary structure was suggested from the observation that two 2000 nt ssRNAs with different sequences induced droplet formation to similar extents (Supplementary Fig. 3b). In contrast, the R470A mutant of BmVasa, which lacks RNA-binding activity, showed difficulty assembling fluorescent droplets even in the presence of 2000 nt ssRNAs (Fig. 3a and Supplementary Fig. 3a). The conditions with 5% PEG 6000 and 2000 nt ssRNAs appear to reflect the intracellular circumstances more realistically than those with 15% PEG 6000 and an absence of ssRNAs.

**Fig. 3:**
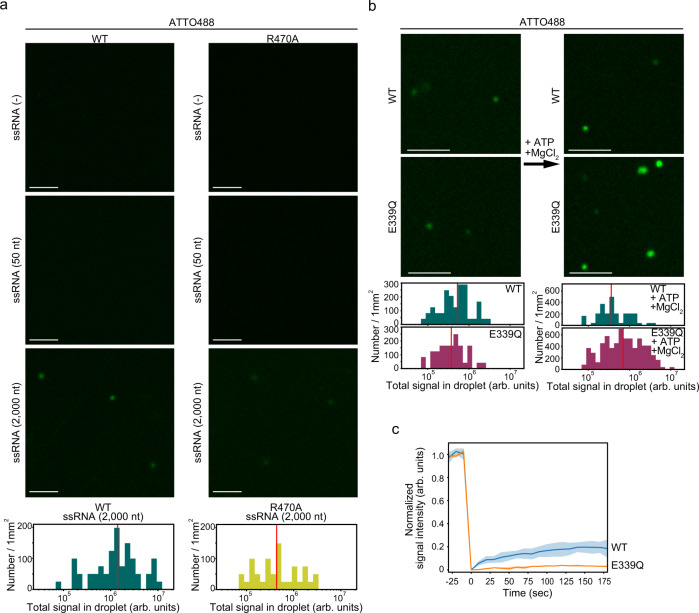
The ability of recombinant BmVasa to assemble in vitro droplets is enhanced by BmVasa–RNA interaction. **a** Neither ATTO488-labeled recombinant BmVasa WT nor R470A assembles the droplets in vitro in the presence of 5% PEG 6000. The addition of 2000 nt-long ssRNAs, but not shorter ones such as those of 50 nt-long ssRNAs, promotes the droplet assembly of BmVasa WT in vitro. BmVasa R470A mutant only weakly assembled the droplets even in the presence of 2000-nt-long ssRNAs. BmVasa: 1.5 μM. Scale bar: 5 μm. Histograms of total ATTO488 signal intensity of a droplet in the presence of 2000 nt-long ssRNAs are shown. Red line indicates the median [*p* = 1.56 × 10^−4^ (WT vs. R470A), by two-tailed Mann–Whitney U test]. **b** Images of droplets of BmVasa WT and E339Q in the presence of 2000-nt-long ssRNAs before and after adding ATP and MgCl_2_ (BmVasa: 1.5 μM). Scale bar: 5 μm. Histogram shows the total signal intensity within a droplet. Red line indicates the median [*p* = 0.204 (before adding ATP), 1.05 × 10^−3^ (after adding ATP), by two-tailed Mann–Whitney U test]. **c** FRAP analysis of the droplet of ATTO488-labeled recombinant BmVasa WT and E339Q in the presence of 2000-nt-long ssRNAs, ATP, and MgCl_2_. Mean (line) and standard deviation (shade) are shown (*n*  =  4, individual data are plotted in Supplementary Fig. 3d). Source data are provided as a Source Data file.

The E339Q mutant of BmVasa remains bound to RNA and hydrolyzed ATP (i.e., ADP and inorganic phosphate), so its conformation remains fixed in a closed form with the substrates^27^. Glu339 is the second residue in the DEAD box (338–341) (Supplementary Fig. 1a). To understand how such a unique property of the E339Q mutant affects in vitro droplet formation, we prepared recombinant BmVasa E339Q mutant (Supplementary Fig. 2a) and performed in vitro assays along with WT BmVasa as a reference. The E339Q mutant could assemble the droplets similarly to WT BmVasa in the presence of 2000 nt ssRNAs (Fig. 3b and Supplementary Fig. 3c). The total amounts of E339Q signal per droplet were similar (Fig. 3b). We then added ATP and Mg^2+^ ions to the reaction mixture to allow BmVasa to hydrolyze ATP. Under these conditions, WT BmVasa presumably continues its binding onto and dissociation from RNAs^26^. Both WT BmVasa and its E339Q mutant formed droplets. However, the median E339Q signal overall was significantly stronger than the WT signal (x1.95) (Fig. 3b). This indicates that the droplet-forming capacity of the E399Q mutant is stronger than that of the WT. We found this result plausible because, as noted earlier, the E339Q mutant remains bound onto RNAs even in the presence of ATP and Mg^2+^ ions.

When the FRAP assay was performed on the droplets in vitro, WT BmVasa returned to the droplets more rapidly than the E339Q mutant did (Fig. 3c and Supplementary Fig. 3d). This indicates that WT BmVasa has higher dynamics than the E339Q mutant. It seems that such high dynamics in BmVasa significantly affects Vasa body turnover or BmVasa entry and exit into these bodies, but is not required for in vivo nuage assembly.

### Peptide composition of N-IDR influences the ability of Vasa to assemble nuage-like structures

The BmVasa mutant, N-EGFP-C, which is essentially equivalent to the Ddx4^YFP^ mutant, did not assemble speckles in either the nucleus or the cytoplasm (Fig. 1f), unlike the situation in Ddx4^33^. This suggests that the N-IDRs of Ddx4 and BmVasa have distinct characteristics. The peptide sequence of the Ddx4 N-IDR showed that it contains 14 phenylalanines and the occupancy within the region is 5.9%, whereas the BmVasa N-IDR contains only 2 phenylalanines out of 135 amino acids (i.e., 1.5%), much less than that of the human counterpart (Fig. 4a, b). Phenylalanine contacts an arginine residue in the same protein molecules via cation-π interaction, a noncovalent interaction between the π-electron cloud of the aromatic ring and cation, facilitating the LLPS-driven assembly of protein condensates^42–44^. This may allow the N-IDR of Ddx4 to initiate the formation of nuage-like speckles without relying on RNA binding via the RNA helicase domain, unlike the N-IDR of BmVasa. There was no significant difference in the occupancy of arginine residues in the two N-IDRs, and the occupancy of the other residues was almost the same (Fig. 4b). Considering that negatively charged amino acids are also enriched in the N-IDR of BmVasa, charge blockiness in N-IDR^45^ and RNA binding via the helicase domain cooperatively drive the multivalent interaction for LLPS of BmVasa.

**Fig. 4:**
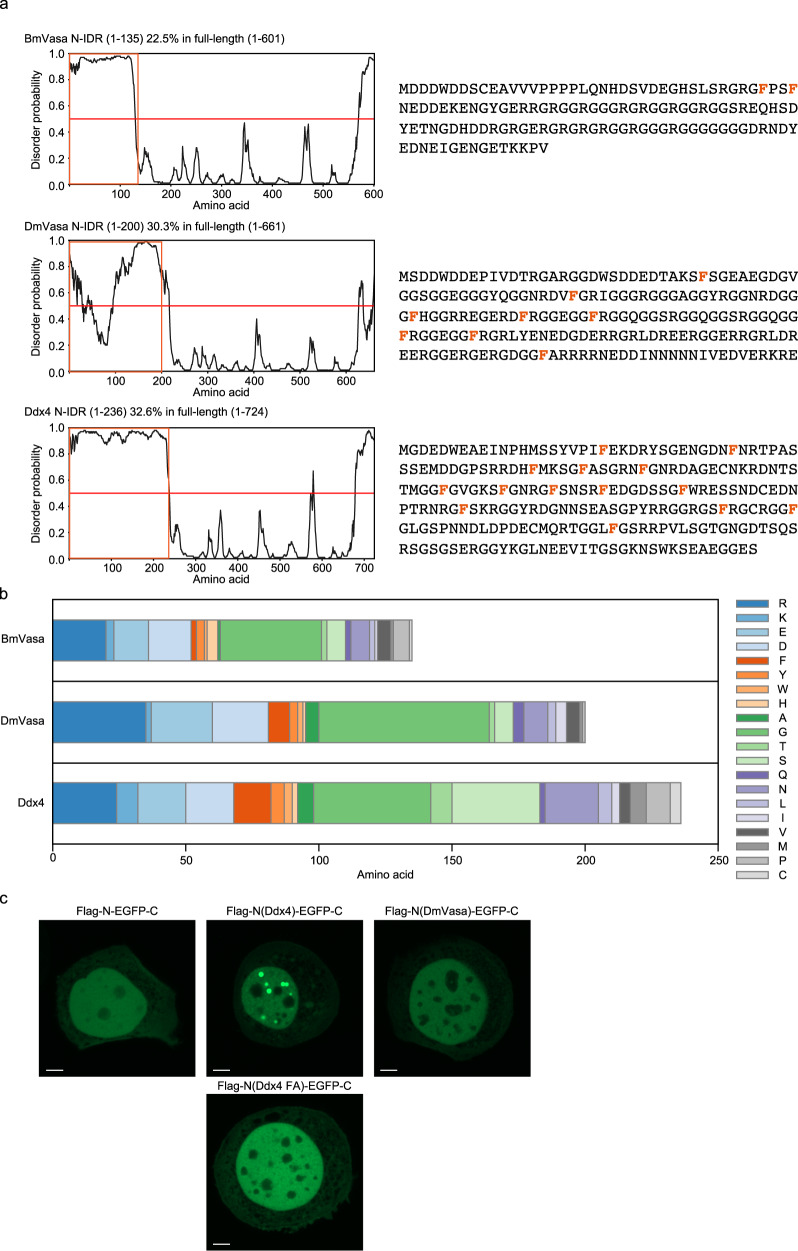
Peptide composition of N-IDR affects the assembly of nuage-like structures. **a** Disorder probability of BmVasa, DmVasa (N-terminal region of DmVasa corresponding to N-IDR of BmVasa), and Ddx4^33^ (left). Orange open box and red line on the disorder plots represent N-IDR and disorder probability = 0.5, respectively. Peptide sequences of N-IDR of BmVasa, DmVasa and Ddx4 are also shown (right). Phenylalanine is indicated in orange. **b** Amino acid composition of N-IDR of BmVasa, DmVasa and Ddx4. **c** N-terminus of Flag-BmVasa N-EGFP-C was substituted with N-IDR of Ddx4 [Flag-N(Ddx4)-EGFP-C] and DmVasa [Flag-N(DmVasa)-EGFP-C]. All 14 phenylalanines in the N-terminus of Flag-N(Ddx4)-EGFP-C were substituted to alanine [Flag-N(Ddx4 FA)-EGFP-C]. Flag-BmVasa N-EGFP-C, Flag-N(Ddx4)-EGFP-C, Flag-N(Ddx4 FA)-EGFP-C, and Flag-N(DmVasa)-EGFP-C were expressed in BmN4 cells and their localization was observed based on the EGFP signal. Scale bar: 5 μm. Source data are provided as a Source Data file.

To determine whether the difference in N-IDR characteristics between Ddx4 and BmVasa actually affects the assembly of nuage-like structures, the N-IDR of N-EGFP-C mutant was replaced with Ddx4 N-IDR and subcellular localization of the mutant in BmN4 cells was investigated fluorescently. Green fluorescent droplets appeared in the nuclei of BmN4 cells (Fig. 4c), as in HeLa nuclei expressing the Ddx4^YFP^ mutant. To test whether the presence of phenylalanine is the key factor determining this, all 14 phenylalanines in Ddx4 N-IDR of N(Ddx4)-EGFP-C were converted to alanine. The N(Ddx4 FA)-EGFP-C mutant could no longer assemble the nuclear structures (Fig. 4c). The importance of phenylalanine in the phase separation was thus demonstrated.

To gain insight into the interspecies relationship, we next decided to examine DmVasa N-IDR. DmVasa N-IDR is composed of 200 amino acids with phenylalanine constituting 4.0% of the residues (i.e., 8/200 residues) (Fig. 4a, b and Supplementary Fig. 4). From this information, it was inferred that DmVasa N-IDR may exhibit properties intermediate between those of Ddx4 and BmVasa N-IDRs, or may be similar to those of humans. However, the N(DmVasa)-EGFP-C mutant did not assemble nuage-like structures in BmN4 cells (Fig. 4c). There are several possible interpretations of this: for example, the length of DmVasa N-IDR is more similar to that of Ddx4, but DmVasa N-IDR has an intervening small valley with low disorder probability (Fig. 4a), which may make its properties more resemble those of BmVasa N-IDR.

### BmVasa preferably binds to transposon mRNAs in BmN4 cells

We next focused on which intracellular RNAs in BmN4 cells BmVasa binds to assemble nuage via phase separation. To address this, we performed FAST-iCLIP (Supplementary Fig. 5a). For comparison, total RNAs in the cells were sequenced genome-widely (Supplementary Fig. 5b). 

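Total RNA was sequenced from BmN4 cells, ovary-derived cultured germ cells of the silkworm, that had been treated with siRNA against luciferase (Luc KD, control) or against Siwi (Siwi KD). Each condition had 2 libraries, with 77614516 and 68702400 reads for Luc KD and 81135072 and 77184922 reads for Siwi KD. The authors depleted ribosomal RNA with a kit made for human, mouse and rat RNA, mapped the reads to the silkworm genome, remapped them to a library of gene and transposon sequences with STAR, counted the reads in the sense direction and merged the replicates. The deposited table therefore holds 1 read count and 1 RPKM value per sequence and condition. A difference between Siwi KD and Luc KD computed from it has no replicate check, and no p-value was computed for it. In all, 77350240 reads were counted on the sequences in Luc KD and 84961588 in Siwi KD. The RPKM values correspond to 122229138 genome-mapped reads in Luc KD and 129779634 in Siwi KD, which are 83.5% and 82.0% of the reads sequenced. Every count was even, which is the case when both reads of a pair are counted, so counting error was computed on pairs. The intervals cover counting error only. Reads were mapped in random and multiple counting modes, so similar transposon copies can share reads. Fold changes (FCs) were calculated as log2 of the ratio of RPKM + 1. The spread between replicates was taken from the paper's source data for Supplementary Fig. 5b, of which 1997 of the 18596 sequences were held here. For the 163 of these with more than 10 RPKM in either condition, the median absolute log2 ratio between the replicates was 0.10 in Luc KD and 0.16 in Siwi KD, and for 95% of the sequences it was below 0.50 in Luc KD and 0.54 in Siwi KD. The table lists gene models by identifiers that the files do not pair with gene names, so the level of Siwi mRNA is not given here.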

Because transposon derepression due to lack of Siwi-piRISC could affect BmVasa–RNA binding, both experiments were also performed in the absence of Siwi-piRISC (Supplementary Fig. 5a, b). To generate a total RNA library under such conditions, Siwi was depleted by RNAi. In FAST-iCLIP, Spindle-E (Spn-E) was depleted instead of Siwi because Siwi-depleted conditions did not yield a high-quality library. Previously, we showed that the loss of Spn-E reduces the level of Siwi-piRISC in BmN4 cells nearly as efficiently as the loss of Siwi^11^.

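In the deposited table, the transposons comprised 1716 transposons from an earlier list, here called curated, and 2580 gene models annotated as transposons. The curated transposons are listed by name, and some have no class. No read was counted in either condition on 971 of the transposons and 1834 of the protein-coding genes. Transposons took 47446354 reads in Luc KD, or 61.3% of the reads counted, and 55610712 reads in Siwi KD, or 65.5%. A single curated transposon of the BmTE_RM5 set without a class, 9536 nt long (hereafter the 9536-nt transposon), took 31735320 reads in Luc KD and 30317096 reads in Siwi KD. These were 41.0% and 35.7% of the reads counted in the respective condition, and 26.0% and 23.4% of the genome-mapped reads. Whether they come from transposon mRNA was not tested, because the sequences were not used here.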

First, total RNA sequence reads obtained under Siwi ± conditions were mapped to mRNA sequences of 14,300 protein-coding genes and 4296 transposons in the silkworm gene library (see “Methods”). 

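RPKM values were above 10 in both conditions for 2251 protein-coding genes and 303 transposons. A further 225 protein-coding genes and 9 transposons were above 10 RPKM only in Luc KD, whereas 141 protein-coding genes and 77 transposons were above it only in Siwi KD. Thus, 18.3% of the protein-coding genes and 9.05% of the transposons passed in at least 1 condition. Each of these transposons had at least 686 reads over both conditions, and each protein-coding gene at least 798. When the threshold was applied after adding the pseudo-count of 1, 2876 protein-coding genes and 422 transposons passed.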

Reads per kilobase of exon per million mapped reads (RPKM) were then calculated for each gene: the numbers of protein-coding genes and transposons with RPKM values greater than 10 were 2617 and 389, respectively. We interpreted these genes as those expressed in BmN4 cells and focused on these genes in subsequent analyses, unless otherwise noted.

To determine the populations of protein-coding genes and transposons expressed in normal BmN4 cells, we compared the RPKM values of the two groups. This analysis indicated that the populations of protein-coding genes and transposons were 73.3% (180,938 RPKM) and 26.7% (66,007 RPKM), respectively (Fig. 5a). 

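In Luc KD, the RPKM values deposited without a pseudo-count summed to 178321 over the 2617 protein-coding genes and to 65618 over the 389 transposons. Their shares were 73.1% and 26.9%. The 9536-nt transposon alone contributed 27227 RPKM, or 41.5% of the transposon sum, and the 10 transposons with the highest RPKM contributed 76.5%. Of the alternatives tried, counting reads in place of RPKM moved the share most in percentage points, and leaving out the 10 transposons with the highest RPKM moved it most as a ratio, to 7.97%. By reads, transposons made up 65.1% of Luc KD (95% Wilson interval 65.05% to 65.08%). Without the 9536-nt transposon, the transposon share of summed RPKM was 17.7%.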

A similar analysis was performed for BmN4 cells lacking Siwi using the total RNA reads. The populations for protein-coding and transposons were 65.5% (163,348 RPKM) and 34.5% (80,069 RPKM), respectively (Fig. 5b). 

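In Siwi KD, RPKM values summed to 160731 over the protein-coding genes and to 85680 over the transposons, giving shares of 65.2% and 34.8%. The 9536-nt transposon contributed 24497 RPKM, or 28.6% of the transposon sum, and the 10 transposons with the highest RPKM in Luc KD contributed 74.3%. By reads, the transposon share was 69.2% (95% Wilson interval 69.19% to 69.21%). Without the 9536-nt transposon, it was 27.6% of summed RPKM.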

The population of transposons increased significantly when Siwi was depleted. This was expected because transposon mRNAs are the primary target of Siwi-mediated silencing in BmN4 cells.

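The transposon share of summed RPKM was 7.87 percentage points higher in Siwi KD than in Luc KD. Summed RPKM rose by 20062 (30.6%) for transposons and fell by 17590 (9.86%) for protein-coding genes. Of the 389 transposons, 333 had a higher RPKM in Siwi KD and 56 a lower one, whereas 809 of the 2617 protein-coding genes (30.9%) had a higher one. The median log2 FC was 0.35 for transposons, with quartiles of 0.14 and 0.73, and -0.13 for protein-coding genes, with quartiles of -0.29 and 0.05. Relative to the protein-coding median, the transposon median was 0.48 higher. In 10000 random lists of 389 protein-coding genes matched on mean expression, the median ranged from -0.20 to -0.09, and the transposon median lay above all of them. This describes these libraries and is not a test across replicates. In the part of the paper's source data for Supplementary Fig. 5b held here, both replicates of Siwi KD were above both replicates of Luc KD for 74 of 115 expressed transposons and below for 7. For expressed protein-coding genes, 1 of 48 was above and 36 were below. These 48 genes, the first by name, fell more than the full set, with a median log2 FC of -0.33 in the deposited values. Without any difference, 16.7% would be expected in each direction.

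**Figure D1:**
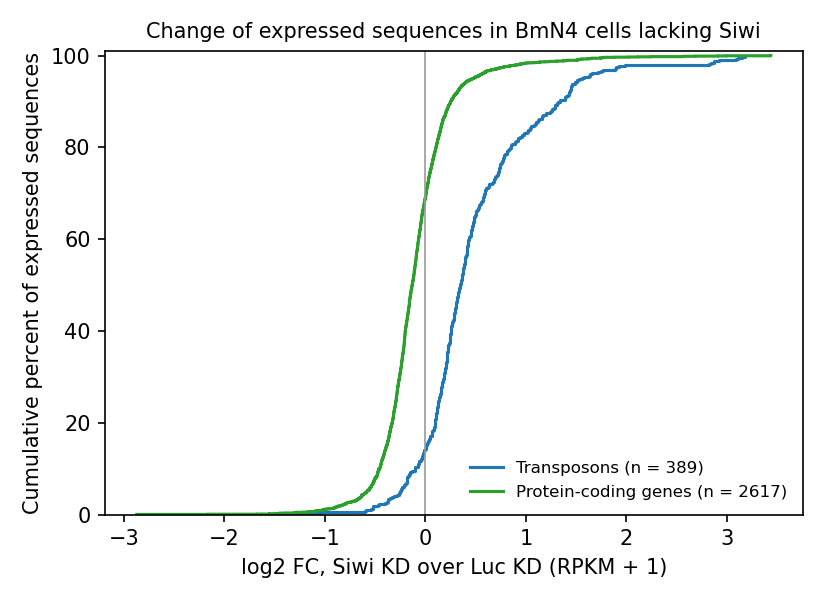
Cumulative percent of expressed transposons (blue, n = 389) and protein-coding genes (green, n = 2617) against their log2 FC in Siwi KD over Luc KD, from RPKM + 1 of the merged replicates. The transposon curve lies to the right, with medians of 0.35 and -0.13.

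Most of the net increase in summed RPKM, 67.1%, came from the 10 transposons with the highest RPKM in Luc KD. These held 76.5% of transposon RPKM in Luc KD, but the group includes the 9536-nt transposon, which fell. Among the 10 transposons with the highest RPKM in Luc KD, 7 were gene models annotated as transposons. These 7 held 17599 of the 65618 RPKM of transposons in Luc KD but accounted for 66.5% of the net increase. Their part in the increase was thus larger than their part in the abundance. The highest of them, KWMTBOMO04923.mrna1 (2906 nt), rose from 6457 to 11386 RPKM. R2Bm, a LINE of 4372 nt, rose from 4317 to 6934 RPKM and accounted for 13.0%. The 9536-nt transposon fell by 2730 RPKM. These sequences can share reads with similar copies, so their individual values are uncertain. Without the 10 transposons, the share rose by 4.09 percentage points, from 7.97% to 12.1%, a ratio of 1.51 against 1.29 with all transposons. With curated transposons only, it rose by 2.94 percentage points. From the higher share in cells lacking Siwi, the paper concludes that the transposon population increased, and it explains this by transposon mRNAs being the primary target of Siwi-mediated silencing.

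**Figure D2:**
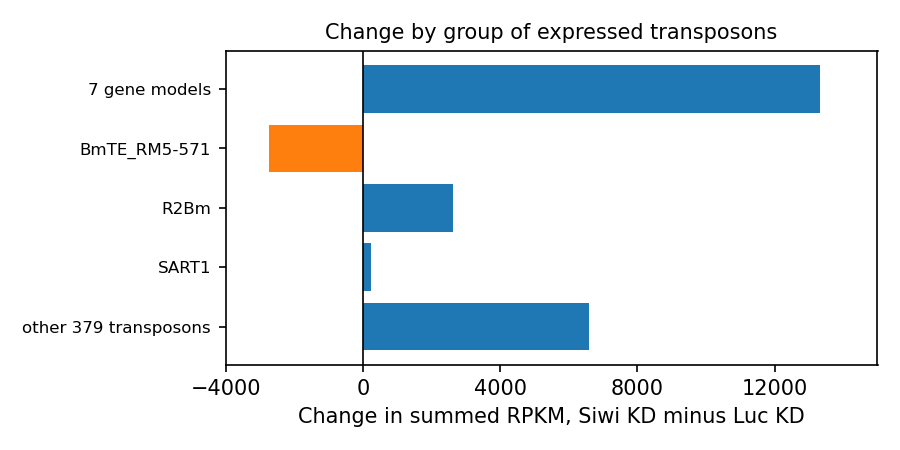
Change in summed RPKM (Siwi KD minus Luc KD) for the 7 gene models, the 9536-nt transposon (BmTE_RM5), R2Bm and SART1, which are the 10 transposons with the highest RPKM in Luc KD, and for the other 379 expressed transposons. Blue bars are rises and the orange bar is a fall; the 7 gene models rose by 13335 RPKM and the other 379 transposons by 6591 RPKM.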

**Fig. 5:**
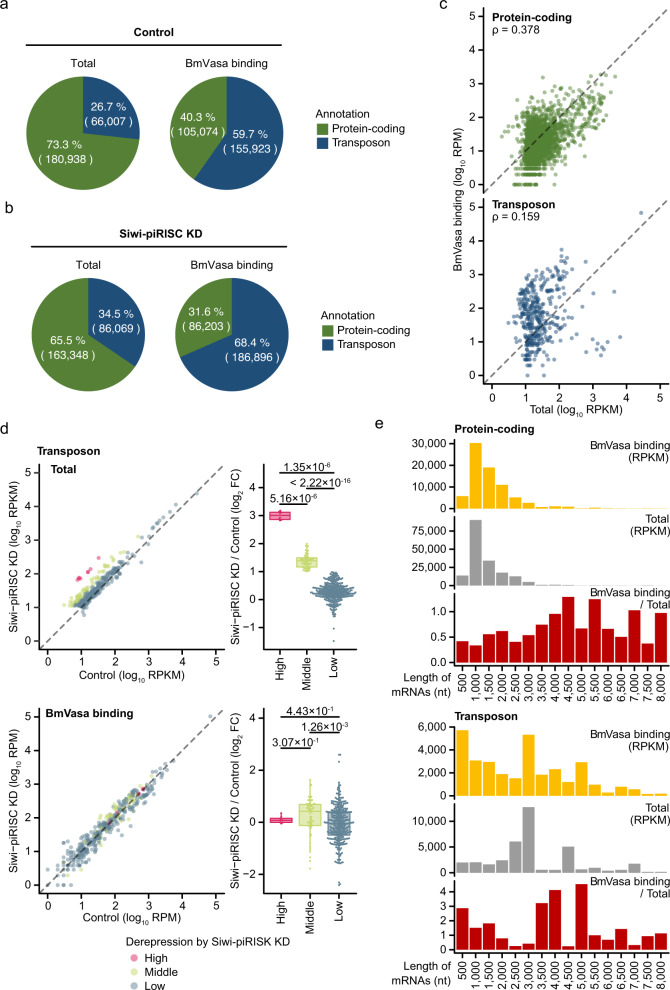
BmVasa preferentially binds to transposon mRNAs in vivo. **a**, **b** Pie charts show the proportions of transposon mRNAs (blue) and protein-coding mRNAs (green) in the total RNA sequencing library (Total; left) and in the BmVasa FAST-iCLIP library (BmVasa binding; right), both of which were individually produced in BmN4 cells (Control) (**a**) and in BmN4 cells lacking Siwi-piRISC (Siwi-piRISC KD) (**b**). The association between the data is statistically significant (X ^2^ = 56,205, df = 1, *p* value <2.2 × 10^−16^, by Pearson’s chi-squared test (Two-tailed)) (**a**), (X ^2^ = 60,140, df = 1, *p* value <2.2 × 10^−16^, by Pearson’s chi-squared test (Two-tailed)) (**b**). **c** Scatter plots show correlation between RPKM values of the total RNA sequencing library (Total) and RPM values of the BmVasa FAST-iCLIP library (BmVasa binding) for protein-coding mRNAs (green; top) or transposon mRNAs (blue; bottom). ρ is Spearman’s rank correlation coefficient. **d** Scatter plots (left) show RPKM values of the total RNA sequencing library (Total; top) or RPM values of the BmVasa FAST-iCLIP library (BmVasa binding; bottom) for transposon mRNAs. They were categorized by the FCs in the expression levels of the mRNAs produced in BmN4 cells lacking Siwi-piRISC (Siwi-piRISC KD) relative to controls into “High” (red, log_2_ FC > 2, *n* = 8), “Middle” (green, 1 < log_2_ FC ≦2, *n* = 58), or “Low” (blue, log_2_ FC ≦1, *n* = 323). Box plots (right) show the FCs as in the scatter plots. Two-tailed Mann–Whitney U test was performed and p values are indicated on the box plots. Center line: median. Box limits: upper and lower quartiles. Whiskers: 1.5× interquartile range. **e** Bar graphs show the length distribution (8,000 nt or less) of protein-coding mRNAs (upper 3 graphs) and transposon mRNAs (lower 3 graphs). RPKM values of the BmVasa FAST-iCLIP library (BmVasa binding; top), RPKM values of the total RNA sequencing library (Total; middle), and the enrichment value (BmVasa binding relative to Total; bottom) are respectively indicated. Source data are provided as a Source Data file.

We next examined the FAST-iCLIP reads in the Siwi-piRISC ± libraries. The populations of BmVasa binding to protein-coding and transposon mRNAs were 40.3% [105,074 per million mapped reads (RPM)] and 59.7% (155,923 RPM) in normal cells and 31.6% (86,203 RPM) and 68.4% (186,896 RPM) in Siwi-piRISC-lacking cells, respectively (Fig. 5a, b). BmVasa-bound transposon mRNAs accounted for 59.7% in the control, but this increased to 68.4% in the absence of Siwi-piRISC. The rate of increase was lower than that of total RNA: namely, BmVasa binding to transposon mRNA does not appear to be affected as much as transposon expression by Siwi-piRISC depletion. One hypothesis explaining this is that BmVasa may target and bind to RNAs that have just been exported from the nucleus and actively accumulate them in Vasa bodies. This idea is consistent with the observation that Vasa bodies tend to reside around the nucleus. Otherwise, transposon mRNAs would bind to the ribosome and become subject to translation, and silencing would not work.

### BmVasa binds to transposon mRNA with little dependence on its abundance, unlike for protein-coding mRNA

We then analyzed the correlation between total RNA reads (i.e., mRNA quantity) and FAST-iCLIP reads (i.e., BmVasa binding) in normal cells. Spearman’s correlation coefficient for protein-coding genes was 0.378 (Fig. 5c), while for transposons it was 0.159 (Fig. 5c). These results suggest that BmVasa tends to bind to protein-coding mRNAs according to their abundance, but less so for transposon mRNAs.

To examine BmVasa binding to transposon mRNAs further, 389 transposons were classified by the degree of derepression due to the lack of Siwi-piRISC and analyzed (Fig. 5d). 

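The log2 FC of the 389 transposons ranged from -1.48 to 3.18. It was above 2 for 8 transposons, above 1 and up to 2 for 58, and 1 or lower for 323. Their contributions to the net increase of transposon RPKM were 4.13%, 17.4% and 78.4%, respectively. The sizes of the classes depended on the pseudo-count and on the scaling. With a pseudo-count of 10 in place of 1, they held 8, 22 and 359 transposons. When FCs were taken relative to the median of the protein-coding genes, they held 12, 63 and 314.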

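A log2 FC above 2 was found for 1 curated transposon and 7 gene models annotated as transposons. The curated transposon is an LTR transposon of 2860 nt from the BmTE_RM6 set. Its RPKM rose from 31.8 in Luc KD (11118 reads) to 296 in Siwi KD (109724 reads), a log2 FC of 3.18 with a counting error of 0.02. The paper's values of RPKM + 1 for the separate replicates were 31.6 and 34.2 in Luc KD and 252 and 344 in Siwi KD, so the rise exceeded the difference between replicates. The 8 sequences were between 1246 and 4089 nt long, and their log2 FC lay between 2.83 and 3.18. They had 6.72 to 31.8 RPKM in Luc KD, from at least 1024 reads each, and 64.7 to 296 RPKM in Siwi KD. Reads shared between similar copies could not be separated among them.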

In the plots, the red dots indicate transposons whose expression was elevated relatively highly in the absence of Siwi-piRISC (log_2_ FC > 2). 

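A further 58 transposons had a log2 FC of 1.01 to 1.99. Of these, 39 were gene models and 19 were curated transposons, comprising 12 LTR, 2 DNA and 1 LINE transposons and 4 without a class. An LTR transposon of 1575 nt from the BmTE_RM6 set rose from 48.6 to 182 RPKM (log2 FC 1.89). The paper's replicate values of RPKM + 1 were 48.1 and 51.3 in Luc KD and 166 and 201 in Siwi KD. The 323 transposons with a log2 FC of 1 or lower had a median of 0.26, and 56 of them were lower in Siwi KD. Only Rikishi_Kabuki_type and a transposon of 6743 nt from the BmTE_RM1 set, which has no class, had a log2 FC below -1. The transposon of 6743 nt fell from 609 to 217 RPKM, and the paper's replicate values, 621 and 597 in Luc KD and 207 and 230 in Siwi KD, did not overlap. Rikishi_Kabuki_type, an LTR transposon, fell from 11.1 to 4.91 RPKM. For the 9536-nt transposon, the log2 FC was -0.15.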

The green dots are those whose expression increased moderately in the absence of Siwi-piRISC (1 < log_2_ FC ≦ 2), and the transposons in blue were largely unaffected (log_2_ FC ≦ 1). In the BmVasa binding panel, all dots appeared to be distributed along the diagonal line (Fig. 5d). This agrees with our earlier notion that BmVasa binds to transposon mRNAs with little effect on changes in abundance due to Siwi-piRISC depletion.

### BmVasa binds to transposon mRNA with little dependence on its length, unlike for protein-coding mRNA

To determine the effect of RNA length on BmVasa–RNA binding, both protein-coding and transposon mRNAs were binned according to their lengths, and the expression and BmVasa-RNA binding levels (RPKM) were examined for each bin. 

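The expressed protein-coding genes had a median length of 1279 nt (quartiles 831 and 1903 nt), and the expressed transposons one of 2778 nt (quartiles 1307 and 4628 nt). In bins of 500 nt, transposon RPKM in Luc KD was highest between 9501 and 10000 nt, with 41.7% of the sum, and the 9536-nt transposon made up 99.5% of that bin. Fig. 5e shows lengths up to 8000 nt, which leaves out 12 transposons with 42.4% of transposon RPKM and 10 protein-coding genes with 0.123% of protein-coding RPKM. Without the 9536-nt transposon, the highest bin was 2501 to 3000 nt, with 12735 RPKM from 39 transposons. KWMTBOMO04923.mrna1 held 50.7% of it. The next peaks were at 2001 to 2500 nt (6064 RPKM) and at 4001 to 4500 nt (5077 RPKM), where R2Bm was the highest.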

In protein-coding mRNAs, both total (gray) and BmVasa-RNA binding (yellow) peaked around 1000 nt (Fig. 5e). 

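In Luc KD, 822 protein-coding genes of 501 to 1000 nt held 90539 RPKM, or 50.8% of the protein-coding sum. Genes of 1001 to 1500 nt held 19.2%, and those of 1501 to 2000 nt held 10.0%. The 100 genes of 500 nt or less held 7.73%. The share of the peak bin was nearly the same in Siwi KD, at 50.1%. In this bin, the gene with the highest RPKM held 3.76% of the sum. The bin of 4001 to 4500 nt held 35 genes with 673 RPKM, or 0.377% of the protein-coding sum, and that of 5001 to 5500 nt held 16 genes with 343 RPKM.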

Their distribution patterns appeared to be similar. However, calculation of enrichment (BmVasa binding/Total) (red) showed a tendency for BmVasa to preferentially bind to relatively long mRNAs, around 4500 nt or possibly longer. Such long RNAs might render Vasa bodies more stable, and this idea is not in conflict with the results of in vitro analysis. However, no such clear trend was observed in transposon mRNAs (Fig. 5e), suggesting that BmVasa binds to them in a manner less dependent on their length than for protein-coding mRNAs.

We then extracted transposons annotated as LINE, SINE, LTR, and DNA (see “Methods”), and examined the BmVasa-RNA binding status for each category. 

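By the lengths in the deposited table, the 8 expressed SINE transposons were 271 to 834 nt long, with a median of 414 nt. The 33 DNA transposons had a median of 1278 nt (278 to 5072 nt), the 33 LTR transposons one of 3437 nt (479 to 7603 nt) and the 25 LINE transposons one of 3733 nt (767 to 11358 nt). The ranges of SINE, LTR, DNA and LINE lengths overlapped. Median RPKM in Luc KD was 45.4 for SINE, 30.8 for LTR, 24.0 for DNA and 19.8 for LINE transposons. Bm1, a SINE of 354 nt, had 984 RPKM in Luc KD and 755 in Siwi KD. The paper's replicate values of RPKM + 1 for Bm1 were 927 and 1051 in Luc KD and 801 and 708 in Siwi KD.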

SINE transposons are rather short in general, and this was indeed the case for silkworm (Supplementary Fig. 5c). However, the examination showed that BmVasa bound to SINE mRNAs at a level similar to those for other types of transposon mRNAs (Supplementary Fig. 5c). Thus, although BmVasa prefers transposon mRNAs to bind to and assembles Vasa bodies in germ cells, its preference is not simply based on length.

If BmVasa–RNA binding were determined simply by the primary sequence of RNA, such differences in dependence on RNA length and/or abundance would not have been observed between transposon and protein-coding mRNAs. In fact, our sequence analysis of FAST-iCLIP data did not yield a definitive conclusion. It is inferred that the silkworm germ cells have sophisticated and selective machinery that actively promotes selective binding of BmVasa and transposon mRNAs. However, its machinery is not strict enough to exclude protein-coding mRNAs. BmVasa also binds to them weakly, but it largely depends on their abundance and length. This may also apply to certain types of transposon mRNAs.

## Discussion

Vasa is widely used in animals as a germ cell marker, and its molecular function has been studied for many years. One such study revealed that the RNA helicase domain of DmVasa alone exhibits sufficient RNA-binding activity^26^. However, the present study focusing on BmVasa demonstrated that the RNA-binding activity of the RNA helicase domain alone is marginal, but is greatly enhanced by N-IDR, the self-association domain of BmVasa, whose RNA-binding capacity is also essentially negligible. This suggests that the dependence of Vasa on the RNA helicase domain and N-IDR for exhibiting its function differs among species. In fact, the N-IDR exchange experiments conducted in this study further highlighted this aspect: human Vasa (Ddx4) N-IDR formed nuage-like droplets by itself, while BmVasa and DmVasa N-IDRs showed no such ability. Contrary to these findings, the vital role of Vasa function in the piRNA pathway is conserved among these three organisms. This study clearly contrasted the interspecies conservation of Vasa “protein” function with diversity of Vasa’s “domain” functions, adding to the value of this work. The piRNA pathway itself is highly conserved among animal species, but once we focus on the factors required for the pathway and their functional contributions to it, we find that they are less conserved across species than we would expect. It appears as if each organism readily arranges its piRNA mechanism according to the environment in which it is located. piRNAs and transposons are in a constant arms race. This rapid adaptability may have been necessary for the piRNA pathway of each species to respond the transposons of each species. Something similar has been discussed before^46^,and the findings of this study further support this statement.

BmVasa preferentially binds to transposon mRNAs and assembles Vasa bodies, the centers of Ago3-piRISC biogenesis, although our current analysis did not allow us to identify mechanisms controlling the selectivity of BmVasa–transposon mRNA. BmVasa appeared to bind not only transposon but also protein-coding mRNAs, although differences were evident in the degree of preference. Transposon mRNAs sequestered into Vasa bodies via BmVasa are ultimately destined to be cleaved by Siwi-piRISC. The cleaved RNAs are then processed to piRNAs for Ago3 (Fig. 6). Meanwhile, very few Siwi-piRISCs consume protein-coding mRNAs in Vasa bodies. This is simply because piRNAs against protein-coding genes essentially constitute a very minor component. Based on this, one would imagine that protein-coding mRNAs accumulate in Vasa bodies for suppression, like in P-bodies or stress granules under certain intracellular conditions. However, the molecular characteristics of Vasa (not limited to silkworm but also applying to other species), that is, hydrolyzing ATP and using the energy to repeatedly bind and dissociate RNAs, suggest that this is unlikely to be the case. This reaction can be interpreted as being sufficient to eject protein-coding mRNAs or any other RNAs not targeted by Siwi-piRISC, including leftovers of piRNA processing, from Vasa bodies. This idea is supported by the earlier observation that expression of the E339Q mutant of BmVasa, defective in ATP hydrolysis and RNA release, instead of endogenous BmVasa in BmN4 cells resulted in the abnormal enlargement of Vasa bodies^27^. This study corroborated that this is also true in vitro.

**Fig. 6:**
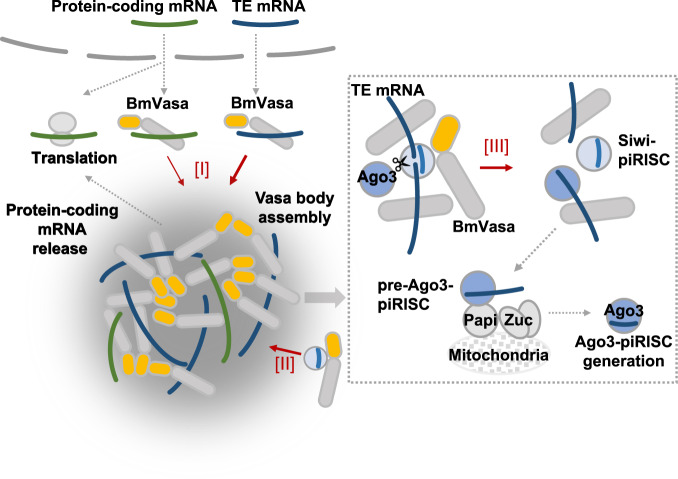
The model of BmVasa functions in Ago3-piRISC biogenesis. Functions of BmVasa in Ago3-piRISC biogenesis: [I] Vasa body assembly upon BmVasa–RNA binding. BmVasa binds to transposon mRNAs more preferentially than to protein-coding mRNAs. Transposon mRNAs in Vasa bodies are consumed by Siwi-piRISC to produce Ago3-piRISC. Protein-coding mRNAs are released from Vasa bodies by the ability of BmVasa to bind to and dissociate from bound RNAs upon ATP hydrolysis. This reaction may also occur for transposon mRNAs, but the quicker the transposon mRNAs are cleaved by Siwi-piRISC, the higher the silencing effect is expected to be. [II] BmVasa binds to Siwi-piRISC and brings it to Vasa bodies. [III] Cleaved RNAs are actively released from Siwi-piRISC by BmVasa. This reaction also relies on the ability of BmVasa to dissociate from bound RNAs upon ATP hydrolysis. Released RNA is bound to Ago3, giving rise to Ago3-piRISC precursor (pre-Ago3-piRISC). The pre-Ago3-piRISC then moves to the mitochondrial surface, where it is further processed in cooperation with Zuc and Papi^30^. Yellow and gray ovals: N-IDR and RNA helicase domain of BmVasa, respectively. BmVasa C-IDR is omitted for simplification. N-IDR of BmVasa binding to transposon mRNA is omitted for simplification in the dotted box.

Silkworms do not have a homolog of Piwi. This means that, unlike mice and flies, they have no piRNAs repressing transposons at the transcriptional level. In other words, piRNA-targeted transposons in BmN4 cells are presumably fully transcribed at a significant rate, as are other genes important for cellular life. This was in fact evident from the total RNA sequencing data in the absence of Siwi. 

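In Siwi KD, the expressed transposons had a median of 24.8 RPKM, with quartiles of 14.6 and 67.2. The expressed protein-coding genes had a median of 17.3 RPKM, with quartiles of 12.3 and 31.0. More than 100 RPKM was reached by 69 transposons and 195 protein-coding genes. In Luc KD, the medians were 18.8 RPKM for transposons and 18.6 RPKM for protein-coding genes, and 44 transposons and 211 protein-coding genes had more than 100 RPKM. These sets were selected by a threshold of 10 RPKM, which most transposons in the library did not reach.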

Under these circumstances, BmVasa has a high probability of binding transposon mRNAs immediately upon their nuclear export. In the germ cells of mice and flies, transposons are repressed transcriptionally by Miwi2 and Piwi, respectively^47,48^. Therefore, the amounts of transposon mRNAs exported to the cytoplasm must be inherently limited in these two animals. To overcome this limitation, DmVasa may rely on nuclear UAP56, which selectively binds piRNA precursors in the nucleus and forwards them to cytoplasmic DmVasa. Because the depletion of UAP56 in BmN4 cells resulted in severe cell damage, we currently have no way of testing the possibility that UAP56 functions in piRISC biogenesis in BmN4 cells. Nxf3 in *Drosophila* appears to be specialized in the mechanism of piRNA (piRISC) biogenesis, where Rhino, a member of heterochromatin protein 1 family, plays an important role^24^. *Bombyx* has no genes homologous to *Rhino*. In our analysis, silkworm does not appear to have a homolog of *Nxf3* either. Thus, Nxf3 may not be the factor we are looking for. BmVasa binds preferentially to transposon mRNAs. It seems unlikely that BmVasa itself has a particular ability to accomplish such selectivity, so factors that bind to BmVasa may aid in the selectivity. Studies of these issues are underway in the laboratory.

## Methods

### Cell culture

BmN4 cells were cultured at 26 °C in EX-CELL 420 serum-free medium for insect cells (Sigma-Aldrich) supplemented with 10% fetal bovine serum (Gibco) and 1x penicillin-streptomycin-glutamine (Thermo Fisher Scientific).

### Plasmid construction

Vectors to express 3xFlag-EGFP, 3xFlag-BmVasa (WT and E339Q) and 3xFlag-Ago3 in BmN4 cells were constructed^11^. To yield pET47b-BmVasa WT and ΔN, *BmVasa* cDNA was amplified by PCR using pIB-3xFlag-BmVasa as a template and inserted into pET-47b using NEBuilder HiFi DNA Assembly Master Mix (New England Biolabs). pET47b-BmVasa R470A, E339Q, and N-IDR were prepared by inverse PCR using PrimeSTAR Max DNA polymerase (Takara). The expression vectors in BmN4 cells were constructed using pIB-V5-His-DEST vector. The expression vector of BmVasa R470A was prepared by inverse PCR using PrimeSTAR Max DNA polymerase. The expression vector of EGFP-BmVasa WT and BmVasa mutants [ΔN (136–601),ΔC (1–564), N-EGFP-C (1–135/EGFP/565–601), RK^27^, N(Ddx4)-EGFP-C, EGFP-BmVasa RK, N(DmVasa)-EGFP-C, N(Ddx4 FA)-EGFP-C] was prepared by inverse PCR and fragment insertion by NEBuilder HiFi DNA Assembly Master Mix. pHR-DDX4N-mCh-Cry2WT^49^, which was used as a PCR template of N-IDR of Ddx4, was a gift from Clifford Brangwynne (Addgene plasmid # 101225; http://n2t.net/addgene:101225; RRID: Addgene_101225). N(DmVasa) was amplified from pAcF-DmVasa. N(Ddx4 FA) was synthesized at Thermo Fisher Scientific. The primers used are summarized in Supplementary Table 1.

### IDR prediction and sequence alignment

The disorder profile was mapped via DISOPRED3^50^. The sequence alignment was performed with EMBOSS Needle^51^.

### RNAi and transgene expression in BmN4 cells

BmN4 cells (0.5–1.5 × 10^6^ cells) suspended in 100 μL of EP buffer [137 mM sodium chloride, 5 mM potassium chloride, 0.5 mM sodium hydrogen phosphate, and 2.1 mM HEPES-KOH (pH 7.1)] were transfected with 500–750 pmol siRNA duplex by electroporation with Nucleofector 2b (Lonza). Luciferase (Luc) siRNA was used as a control. To exogenously express proteins in BmN4 cells, the cells were transfected with 2 μg of plasmid in 5 μL of FuGENE HD transfection reagent (Promega). After transfection, cells were incubated at 26 °C for 24–48 h. Sequences of the siRNAs used are summarized in Supplementary Table 1.

### Antibodies

The primary antibodies used in this study were anti-Flag M2 monoclonal antibody (1:5,000 dilution for western blotting and 1:1,000 dilution for immunofluorescence; Sigma), anti-Myc monoclonal antibody (1:5,000 dilution, 9E10; Developmental Studies Hybridoma Bank), anti-BmVasa antibody [1:20 dilution (supernatant), 1C3D10^11^], anti-Ago3 antibody (1:500 dilution for immunofluorescence, 7A7^11^), and anti-β-Tubulin monoclonal antibody (1:1,000 dilution, E7; Developmental Studies Hybridoma Bank). The secondary antibodies used in this study were Peroxidase-conjugated anti-mouse IgG (1:5,000 dilution; Cappel), TrueBlot ULTRA: Anti-Ig HRP, Mouse (Rat), eB144 (1:1,000 dilution; ROCKLAND), Goat anti-Mouse IgG1 Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (1:1,000 dilution; Invitrogen), and Goat anti-Mouse IgG2a Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555 (1:1,000 dilution; Invitrogen).

### Immunoprecipitation

For co-immunoprecipitation, BmN4 lysates prepared using Co-IP buffer [30 mM HEPES-KOH (pH 7.3), 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM dithiothreitol, 0.1% (w/v) NP-40, 2  μg/mL pepstatin, 2  μg/mL leupeptin, and 0.5% aprotinin] were incubated with anti-Flag M2 monoclonal antibody (Sigma)-bound Dynabeads Protein G (Thermo Fisher Scientific) at 4 °C for 1 h. The beads were washed three times with Co-IP buffer and then isolated proteins were eluted with sodium dodecyl sulfate (SDS) sample buffer for western blotting.

### Western blotting

Proteins on SDS polyacrylamide gels were blotted on nitrocellulose membranes or polyvinylidene difluoride membranes. The membranes were blocked with 5% skimmed milk in phosphate-buffered saline (PBS; FUJIFILM Wako Pure Chemical) followed by incubation with primary antibodies diluted in 0.1% Tween-20 in PBS (T-PBS). After washing with T-PBS, membranes were incubated with secondary antibodies diluted in T-PBS. The membranes were then extensively washed with T-PBS and incubated with Clarity Western ECL Substrate (Bio-Rad). Imaging of chemiluminescence was performed using a ChemiDoc XRS Plus System (Bio-Rad). To quantify the efficiency of self-association for BmVasa, Fiji^52^ was used to measure signal intensities of the protein bands.

### Rescue assay

BmN4 cells lacking BmVasa were transfected with 2 μg of plasmids encoding Myc-tagged BmVasa WT and its mutants using FuGENE HD and incubated at 26 °C for 48 h. The cells were then transfected with 2 μg of Flag-Ago3 plasmid and incubated at 26 °C for 24 h. Immunoprecipitation against Flag-Ago3 was performed and analyzed by western blotting. Immunoprecipitated proteins were treated with proteinase K (Roche) for RNA extraction. RNAs were extracted using phenol–chloroform and precipitated with ethanol. RNA ^32^P-labeling was carried out using T4 polynucleotide kinase (New England Biolabs).

### CLIP

BmN4 cells expressing Flag-EGFP or Flag-BmVasa variants were UV crosslinked with irradiance of 200 mJ/cm^2^ at 254 nm UV. Flag-tagged proteins were immunoprecipitated as described above in the presence of RNase. The beads were incubated with Co-IP buffer containing RNase at 26 °C for 15 min and washed three times with Co-IP buffer containing 500 mM NaCl. Dephosphorylation and ^32^P-labeling of crosslinked RNAs were performed using Antarctic Phosphatase and T4 polynucleotide kinase. Upon SDS polyacrylamide gel electrophoresis (SDS-PAGE), proteins were detected by western blotting. ^32^P-labeled RNAs were visualized using Typhoon FLA 9500 (Cytiva).

### Immunofluorescence

BmN4 cells were placed on cover glasses covered with 0.075% (w/v) poly-L-lysine. Cells were fixed with 4% formaldehyde in PBS for 15 min and permeabilized with 0.2% (v/v) Triton X-100 in PBS for 15 min. After blocking with 3% (w/v) BSA in PBS (PBS-B) for 30 min, cells were incubated with primary antibodies diluted with PBS-B for 1 h. After washing with PBS-B, cells were incubated with Alexa 488- or 555-labeled anti-mouse secondary antibodies in PBS-B for 1 h in the dark. Cover glasses were mounted with Vectashield Antifade Mounting Medium with DAPI (Vector Laboratories). For observation of EGFP signal, BmN4 cells on cover glasses were mounted just after fixation. Fluorescence imaging was performed with an LSM 980 confocal laser-scanning microscope (Zeiss) equipped with a Plan-Apochromat 63x/1.4 Oil DIC M27 objective lens (Zeiss). To quantify the expression level, Fiji^52^ was used to obtain the mean signal intensity of cytoplasm in the BmN4 cells.

### Live cell imaging

BmN4 cells were placed on a 35 mm glass-bottomed dish (Matsunami) covered with 0.075% (w/v) poly-L-lysine. Fluorescence imaging was performed with an LSM 980 confocal laser-scanning microscope equipped with a Plan-Apochromat 63x/1.4 Oil DIC M27 objective lens at room temperature. For ammonium acetate treatment, the original culture medium was replaced by culture medium with 200 mM ammonium acetate. Then, cells were washed with PBS and fresh culture medium was added. For fluorescence recovery after photobleaching assay, the EGFP signal of a single Vasa body was bleached using light from a 488-nm laser and observed by time-lapse imaging. To quantify the fluorescence, Fiji^52^ was used to obtain the integrated density of the bleached area.

### Purification of recombinant proteins

Rosetta2 (DE3) cells (Merck) were transformed with pET vectors encoding His-tagged proteins. The cells were grown at 37 °C in Luria Bertani medium until the optical density at 600 nm reached 0.6 and protein expression was induced by the addition of 0.2–0.5 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) at 16 °C overnight. To purify the His-tagged BmVasa variants, the cells were suspended with His A buffer [20 mM Tris-HCl (pH 8.0), 1 M NaCl, 20 mM imidazole, 1 mM dithiothreitol, and cOmplete ULTRA EDTA-free protease inhibitor (Roche)] and lysed by sonication. The samples were centrifuged and filtered to remove the cell debris, and then loaded onto Ni Sepharose 6 Fast Flow resin (GE Healthcare). The resin was washed with His A buffer and bound proteins were eluted with His B buffer [20 mM Tris-HCl (pH 8.0), 1 M NaCl, 300 mM imidazole, and 1 mM dithiothreitol]. The eluted proteins were dialyzed against dialysis buffer [50 mM Tris-HCl (pH 8.0) and 100 mM NaCl]. After dialysis, proteins were purified by anion-exchange chromatography and gel filtration using HiTrap SP FF (Cytiva) [to purify ΔN, EnrichQ (Bio-Rad) was used for cation-exchange chromatography] and ENrich SEC650 (Bio-Rad), respectively.

### In vitro transcription

DNAs with T7 promoter sequence were amplified from pAcM-lacZ (CDS 1–47 and 1–1997) and *Bombyx mori* protein-coding gene [BMgn003210: retrieved from the KAIKObase database^53^] (CDS 1–47 and 1–1997) using Q5 DNA polymerase (New England Biolabs). The DNA fragments were amplified again and size-selected by gel electrophoresis. Amplified DNAs were extracted using phenol–chloroform and precipitated with ethanol. In vitro transcription was performed with AmpliScribe T7 High Yield Transcription Kit (Lucigen). Transcribed ssRNAs were extracted using phenol–chloroform and precipitated with ethanol. The primers used are summarized in Supplementary Table 1. For dsRNA formation, antisense RNA of 50 nt lacZ was transcribed as described above. The same amounts of sense and antisense 50 nt lacZ RNA were mixed in annealing buffer [10 mM Tris-HCl (pH 8.0), 50 mM NaCl, and 1 mM EDTA]. The mixture was incubated at 95 °C for 3 min and gradually cooled to 25 °C.

### In vitro droplet formation assay

ATTO488-maleimide (ATTO-TEC) dissolved in DMSO (final 10 μM) was added to the protein solution and incubated in the dark for 60 min. DTT (final 5 mM) was then added to the solution and incubated for 60 min to quench the reaction. To observe the self-interaction in highly crowded reagent conditions, fluorescently labeled proteins were mixed with droplet buffer A [50 mM Tris-HCl (pH 8.0), 150 mM sodium chloride, and 15% (w/v) PEG 6000]. To check the effect of ammonium acetate, droplet buffer was supplemented with 500 mM ammonium acetate. To observe the RNA-dependent droplet formation, the labeled proteins were mixed with ssRNA and then diluted in buffer B [50 mM Tris-HCl (pH 8.0), 150 mM sodium chloride, and 5% (w/v) PEG 6000]. To study the effect of ATP, 4 mM ATP and 2 mM Mg^2+^ were added to the mixture. The mixture was transferred to a 96-well plate and then observed with an LSM 980 confocal laser-scanning microscope equipped with a Plan-Apochromat 63x/1.4 Oil DIC M27 objective lens. For quantification of droplet formation with Fiji^52^, several images taken from randomly chosen areas in the well were used. For droplet detection, the background was subtracted by “Subtract Background” (Rolling Ball Radius: 50 pixels, “Sliding paraboloid”) and the images were binarized by “Threshold” [“Li” for droplets under 15% (w/v) PEG 6000 conditions and “Triangle” for droplets under 5% (w/v) PEG 6000 conditions]. Noise was reduced by “Binary > Open” and the region of interest (ROI) for each droplet was generated by “Analyze Particles.” The ROI was applied to unprocessed original images and the integrated density of each ROI was obtained. Then, the frequency (the number/mm^2^) of integrated density of each droplet was plotted as a histogram. For fluorescence recovery after photobleaching assay, ATTO488 signal in the whole droplet area was bleached using light from a 488-nm laser and observed by time-lapse imaging. To quantify the fluorescence, Fiji^52^ was used to obtain the integrated density of the bleached area.

### Electrophoretic mobility shift assay

For the assay, 6.6 μM protein, 100 ng/μL of 50 nt lacZ ssRNA, and RNasin® Plus Ribonuclease Inhibitor (Promega) were mixed in EMSA buffer [50 mM Tris-HCl (pH 8.0) and 150 mM NaCl]. The solution was incubated on ice for 30 min. Then, the samples were subjected to nondenaturing polyacrylamide gel electrophoresis at 4 °C. The gel was stained with SYBR Gold. Imaging was performed using a ChemiDoc XRS Plus System (Bio-Rad). The image was quantified with “Plot Profile” of Fiji^52^ along with the lane.

### Gene classification

To customize the gene annotation in this study, the model of 16,880 *Bombyx mori* genes (Jan. 2017) retrieved from the SilkBase database^54^ and 1716 *Bombyx mori* transposons^31^ were initially combined. Because the gene model contains transposon-like sequences, sequences with a description related to transposons in the gene information were classified as transposons. Besides, using the gene model as queries for BLASTN searches against the transposons, sequences whose coverage and identity were over 90% were additionally categorized as transposons. As a result, 18,596 sequences were classified as protein-coding genes (14,300 sequences) and transposons (4,296 sequences) and this pool was used as the silkworm gene library.

### FAST-iCLIP

FAST-iCLIP^55^ basically uses the standard iCLIP protocol^56^ except that pulldown is performed in the step of cDNA purification using a 3′-end biotin-blocked adaptor and streptavidin beads in place of size selection by gel electrophoresis. BmN4 cells in the two 100-mm dishes treated with Luc (control) or Spn-E siRNA were used. BmN4 cells were washed once with ice-cold PBS and UV crosslinking was performed with irradiance of 200 mJ/cm^2^ at 254 nm. The cells were subjected to immunoprecipitation using anti-BmVasa antibody (1C3D10^11^). The beads were washed three times with wash buffer [30 mM HEPES-KOH (pH 7.3), 150 mM potassium acetate, 5 mM magnesium acetate, 5 mM dithiothreitol, 0.1% (w/v) NP-40, 2 μg/mL pepstatin, 2 μg/mL leupeptin, and 0.5% aprotinin], followed by partial RNA digestion with 1 U/μL RNase T1 for 15 min at room temperature. Then, the beads were washed three times with high-salt wash buffer [30 mM HEPES-KOH (pH 7.3), 150 mM potassium acetate, 5 mM magnesium acetate, 500 mM NaCl, 5 mM dithiothreitol, 0.1% (w/v) NP-40, 2 μg/mL pepstatin, 2 μg/mL leupeptin, and 0.5% aprotinin]. 3′-end RNA dephosphorylation was performed with T4 polynucleotide kinase and the 3′-ends of the RNAs were ligated to a radioactively labeled and preadenylated RNA adaptor using T4 RNA ligase 2, truncated KQ (New England Biolabs). The samples were analyzed by NuPAGE (Life Technologies) and RNA–protein complexes were transferred to nitrocellulose membranes. The RNA–protein complexes on nitrocellulose membranes were treated with proteinase K. Extracted RNAs were subjected to reverse transcription using SuperScript III Reverse Transcriptase (Life Technologies), followed by RNA degradation using RNaseA (Roche) and RNaseH (NEB). cDNA purification and cDNA circularization were performed by pulldown using Pierce™ Streptavidin Magnetic Beads (Life Technologies) and CircLigase™ II ssDNA Ligase (Epicentre). Libraries were then amplified with Q5 DNA polymerase and size-selected by gel electrophoresis. The libraries were sequenced on the MiSeq platform (Illumina) to obtain 51 nt single-end reads, resulting in 7,221,225 and 6,129,038 reads for Luc KD and 7,025,416 and 5,763,089 reads for Spn-E KD (Replicates 1 and 2, respectively).

### Total RNA sequencing

BmN4 cells treated with Luc (control) or Siwi siRNA were used for RNA sequencing. Total RNAs were isolated using ISOGEN II (FUJIFILM Wako Pure Chemical) and DNase (Life Technologies). RNA libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs) with the Ribo-Zero Plus rRNA Depletion Kit (Human/Mouse/Rat) (Illumina) and sequenced on the NovaSeq platform (Illumina) to obtain paired-end reads, resulting in 77,614,516 and 68,702,400 reads for Luc KD and 81,135,072 and 77,184,922 reads for Siwi KD (Replicates 1 and 2, respectively).

### Mapping of FAST-iCLIP reads

After removal of 3ʹ adaptor sequences by Cutadapt (version 4.0)^57^, reads shorter than 27 nt were discarded. PCR duplicates were removed by collapsing all identical reads containing the same random barcode at the 5ʹ-end using fastx-collapser in FASTX-Toolkit (version 0.0.14) (http://hannonlab.cshl.edu/fastx_toolkit/index.html); then, the 5ʹ random barcode was removed from the reads. The reads were mapped against the *Bombyx mori* genome assembly (Nov. 2016) from the SilkBase database using STAR (version 2.7.9a)^58^ in random and multiple counting modes allowing up to 4% mismatches relative to read length. Genome-mapped reads were remapped against the silkworm gene library (see “Gene classification” section) using Bowtie (version 1.3.1)^59^ in random and multiple counting modes allowing up to two mismatches.

### Mapping of total RNA sequencing reads

After cleaning raw reads and removal of adaptor sequences using Rcorrector (version 1.0.4)^60^, TranscriptomeAssemblyTools (https://github.com/harvardinformatics/TranscriptomeAssemblyTools), and TrimGalore (version 0.6.6) (https://github.com/FelixKrueger/TrimGalore), reads shorter than 36 nt were discarded. The reads were mapped against the genome and remapped against the silkworm gene library using STAR in random and multiple counting modes allowing up to 4% mismatches relative to read length.

### Read count calculation

Gene-mapped reads from the FAST-iCLIP and the total RNA sequencing data were processed using SAMtools (version 1.15)^61^. The reads mapped to the sense direction were normalized against the number of genome-mapped reads to RPM or RPKM with the addition of a pseudo-count for log transformation and FC calculation. Owing to the high correlation of replicate samples, the two replicate reads were merged for further analysis. A total of 3006 sequences with >10 RPKM in the Luc KD (control) or Siwi KD RNA sequencing data, which were classified into protein-coding genes (2617 sequences) or transposons (389 sequences), were focused on in the subsequent analyses.

### Transposon classification

To reference as reliable annotations for transposons, the clades of 1716 *Bombyx mori* transposons^31^ were used. A total of 100 sequences with a robust annotation were extracted from 389 sequences and classified into five clades: LINE (25 sequences), SINE (8 sequences), LTR (33 sequences), DNA (33 sequences), and DIRS (1 sequence). Of these, the DIRS clade was excluded from the analysis because it included too few sequences.

### Statistics and reproducibility

Immunoprecipitation of Supplementary Fig. 1e was performed over six independent experiments, and other immunoprecipitation, rescue assay, CLIP, immunofluorescence, live cell imaging, in vitro droplet formation assay, electrophoretic mobility shift assay, FAST-iCLIP, and total RNA sequencing were performed over two independent experiments. Statistical analyses and data visualization were performed in the R software environment (version 4.2.0) or Python 3 with add-on libraries (Numpy, Scipy, Pandas, and Matplotlib). The statistical methods are indicated in the legends. No statistical methods were used to predetermine sample size. The experiments were not randomized, and investigators were not blinded to allocation during the experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

## Data Availability

Source data are provided with this paper. The data supporting the findings of this study are available from the corresponding author upon reasonable request. The FAST-iCLIP and total RNA sequencing data generated in this study have been deposited in Gene Expression Omnibus under accession code GSE213917. The silkworm genome databases used in this study (KAIKObase database^53^ and Silkbase database^54^) are available under the following links: [https://sgp.dna.affrc.go.jp/KAIKObase/, https://silkbase.ab.a.u-tokyo.ac.jp/cgi-bin/index.cgi]. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Bombyx Vasa sequesters transposon mRNAs in nuage via phase separation requiring RNA binding and self-association
**Source:** Nat Commun. 2023 Apr 7;14:1942. doi: 10.1038/s41467-023-37634-2
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

*Bombyx* Vasa sequesters transposon mRNAs in nuage via phase separation requiring RNA binding and self-association

Yamazaki et al.

# **Table of contents**

## **Supplementary Figures**

Supplementary Figure.1 Unique trait of each domain in BmVasa.

Supplementary Figure 2 LLPS of recombinant BmVasa proteins and behavior of BmVasa RK mutant in BmN4 cells.

Supplementary Figure 3 The droplets of BmVasa WT and R470A, and FRAP analysis of the droplets of BmVasa WT and E339Q.

Supplementary Figure 4 N-IDR sequence alignment.

Supplementary Figure 5 Bioinformatic analysis of BmVasa FAST-iCLIP reads.

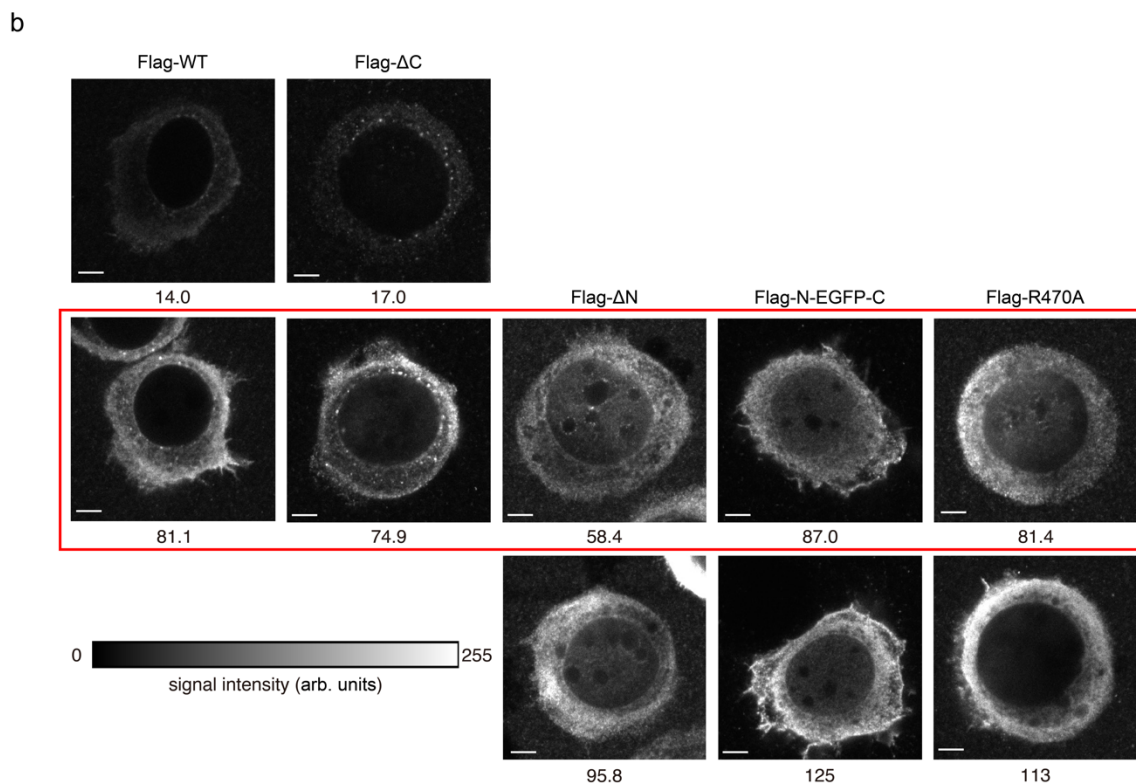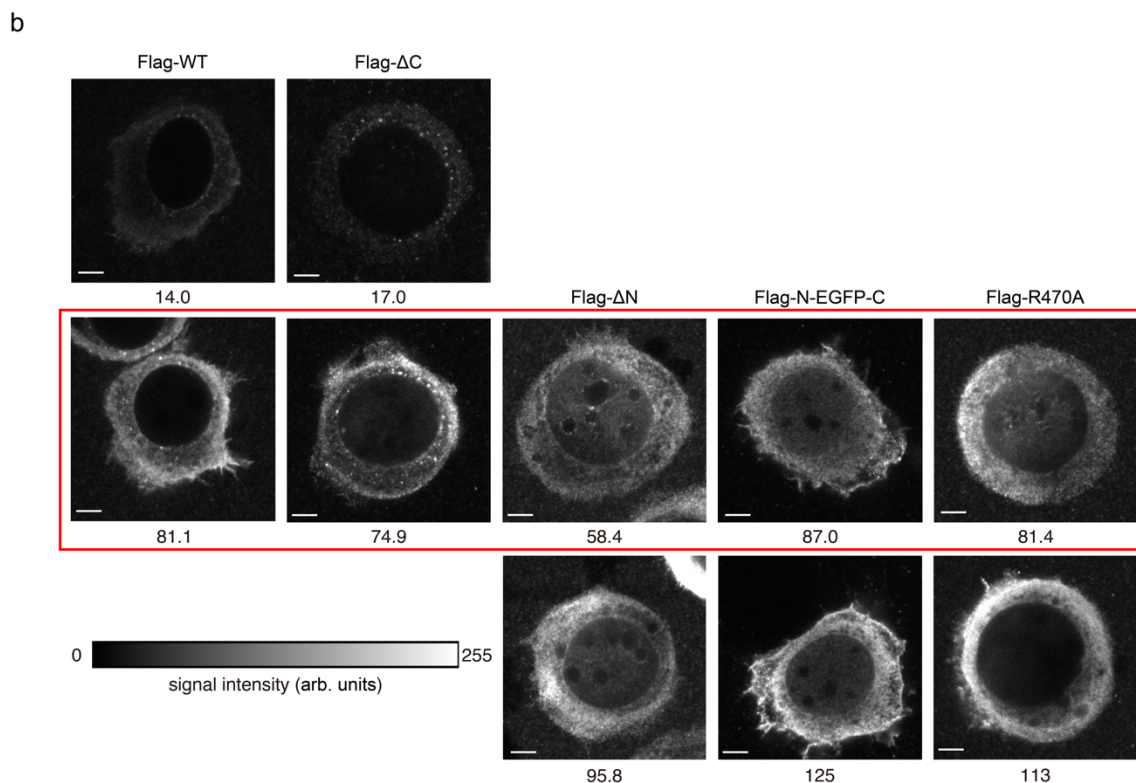

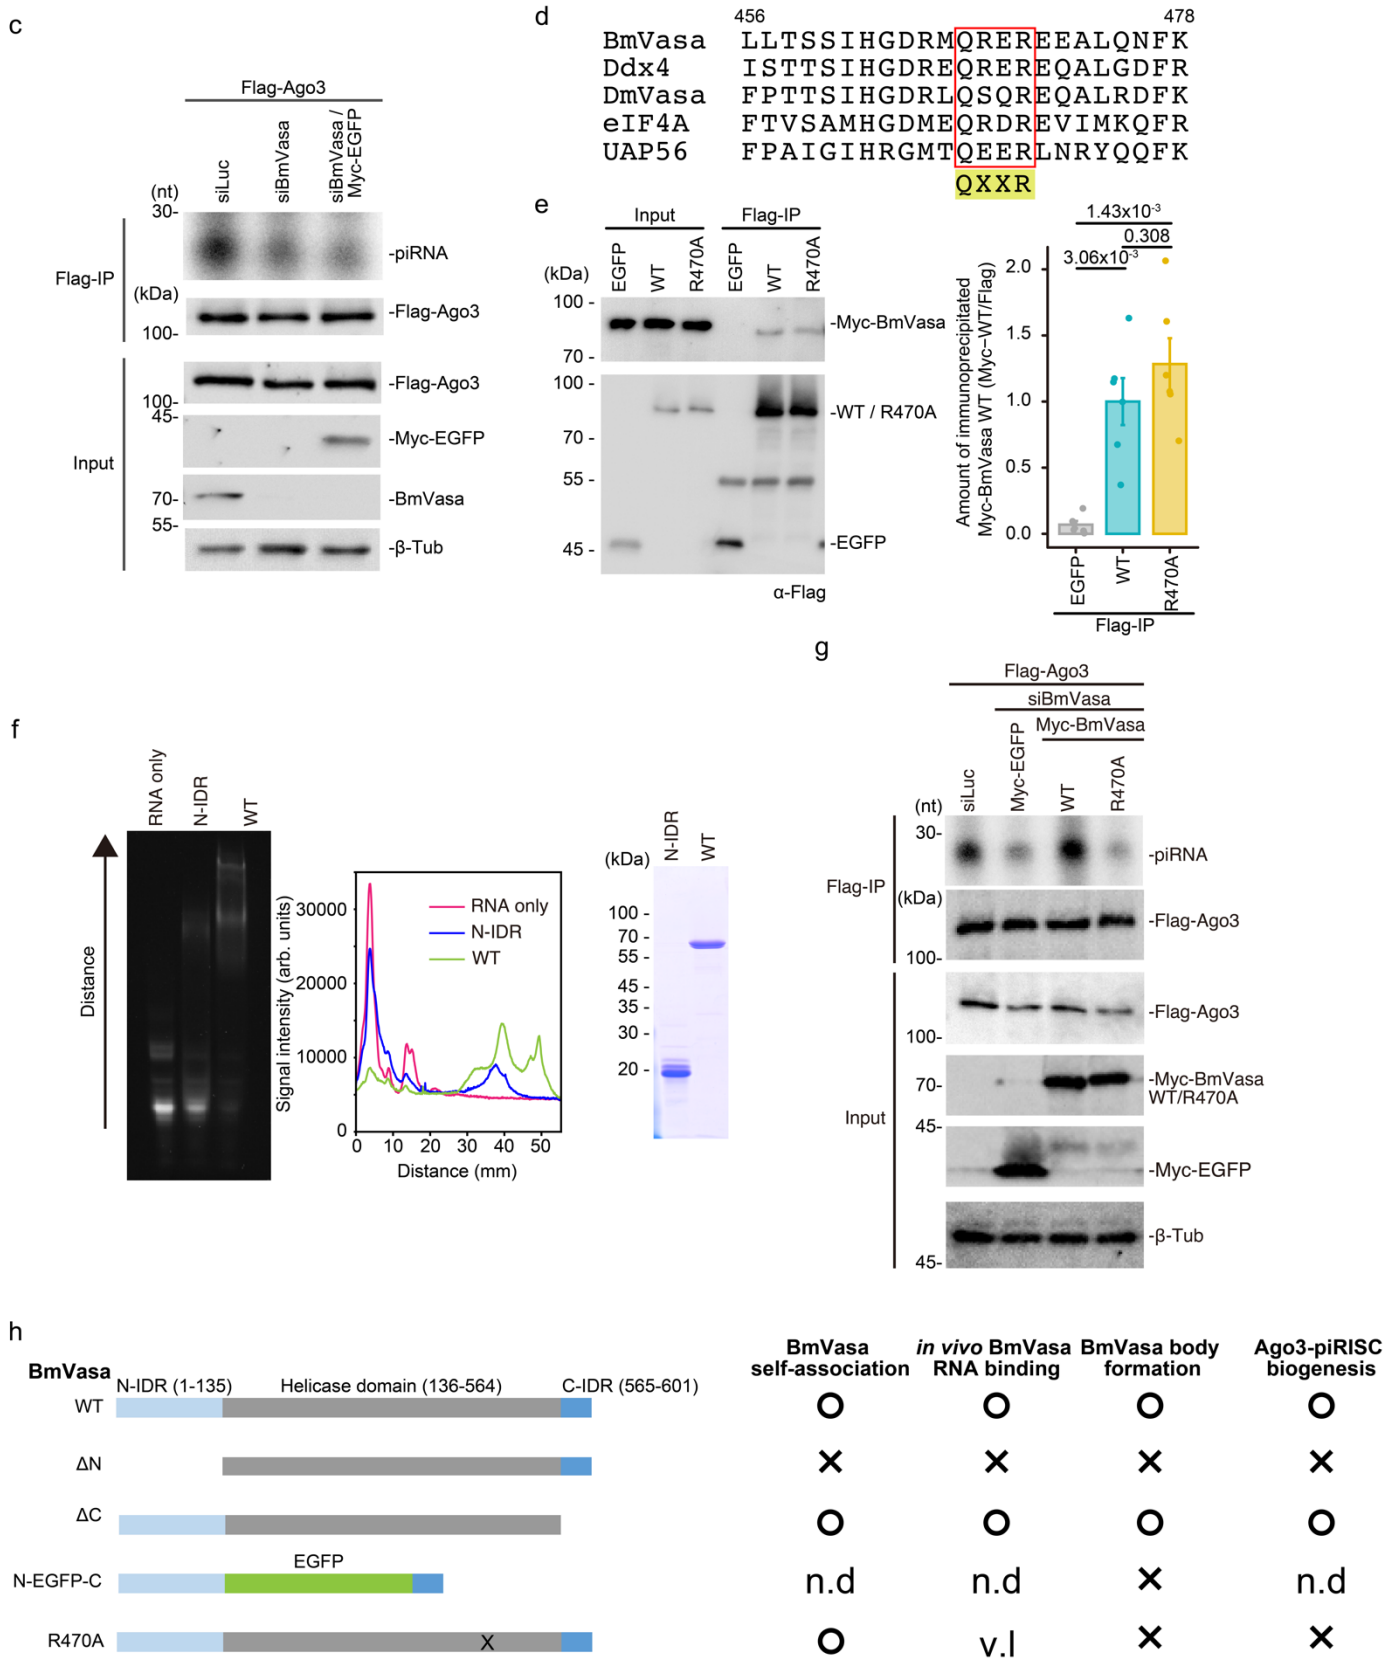

**Supplementary Figure 1. Unique trait of each domain in BmVasa.** **(a)** Disorder probability shows the N-IDR (residues 1–135) and the C-IDR (residues 565–601) in BmVasa. Red line on the disorder plots represents disorder probability = 0.5. The domain structure and amino acid sequence of BmVasa are also indicated. Light blue: N-IDR. Dark blue: C-IDR. Yellow: DEAD box. Red: Arg470. The RNA helicase domain: residues 136–564. **(b)** Subcellular localization of Flag-BmVasa WT (Flag-WT), Flag-BmVasa  $\Delta$ C mutant (Flag- $\Delta$ C), Flag-BmVasa  $\Delta$ N mutant (Flag- $\Delta$ N), Flag-BmVasa N-EGFP-C mutant (Flag-N-EGFP-C), and Flag-BmVasa R470A mutant (Flag-R470A) in BmN4 cells (gray) at various expression levels. Grayscale bar indicates signal intensity. Numerical value below the image is the mean signal intensity (a.u) in cytoplasm. Scale bar: 5  $\mu$ m. **(c)** piRNAs loaded onto Flag-Ago3 in BmVasa-depleted BmN4 cells (BmVasa KD). siLuc (Control) and Myc-EGFP were used as negative controls. Flag-IP, upper:  $^{32}$ P-labeled piRNAs bound to Flag-Ago3. Flag-IP, lower: western blotting shows Flag-Ago3 in the immunoprecipitates. Input, from the top: Western blotting shows the levels of Flag-Ago3, Myc-EGFP, endogenous BmVasa, and  $\beta$ -Tubulin ( $\beta$ -Tub; a loading control) in input. **(d)** Conservation of Q-X-X-R and its surroundings in BmVasa (residues 456–478), Ddx4, DmVasa, and eIF4A of *Drosophila melanogaster* (UniProt: Q02748), and UAP56 of *Drosophila melanogaster* (UniProt: Q27268). The red box shows Q-X-X-R in each protein. **(e)** Self-association of WT BmVasa and the R470A mutant. Anti-Flag antibody was used for immunoprecipitation and western blotting (left). Anti-Myc antibody was used for western blotting (upper gel). Flag-EGFP was used as a negative control (lower gel). Myc-BmVasa signal was divided by Flag-tagged protein signal and plotted (right) (Error bar: standard error). Two-tailed Welch's t-test was performed and p values are indicated on the graph (n=6). **(f)** Electrophoretic mobility shift assay was performed with BmVasa WT, N-IDR and 50 nt ssRNA. Protein/RNA mixture was subjected to electrophoresis with non-denaturing polyacrylamide gel. The gel was stained with SYBR Gold to visualize RNA and is shown on the left. Quantified SYBR Gold signal along with the arrow was shown in the middle. BmVasa WT and N-IDR CBB-stained (SDS-PAGE) are shown on the right. **(g)** piRNAs loaded onto Flag-Ago3 in BmVasa-depleted BmN4 cells (siBmVasa). Prior to immunoprecipitation, Myc-BmVasa WT and Myc-BmVasa R470A were individually expressed. Myc-EGFP was used as a negative control. Flag-IP, upper:  $^{32}$ P-labeled piRNAs bound to Flag-Ago3. Flag-IP, lower: western blotting shows Flag-Ago3 in the immunoprecipitates. Input, from the top: Western blotting shows Flag-Ago3, Myc-BmVasa WT, Myc-BmVasa R470A, Myc-EGFP, and  $\beta$ -Tubulin ( $\beta$ -Tub; a loading control) in input. **(h)** Summary of functional characteristics of each BmVasa mutant analyzed in this study and WT BmVasa. The domain structures of the proteins are also shown. v.l: very low. n.d: not determined. Source data are provided as a Source Data file.

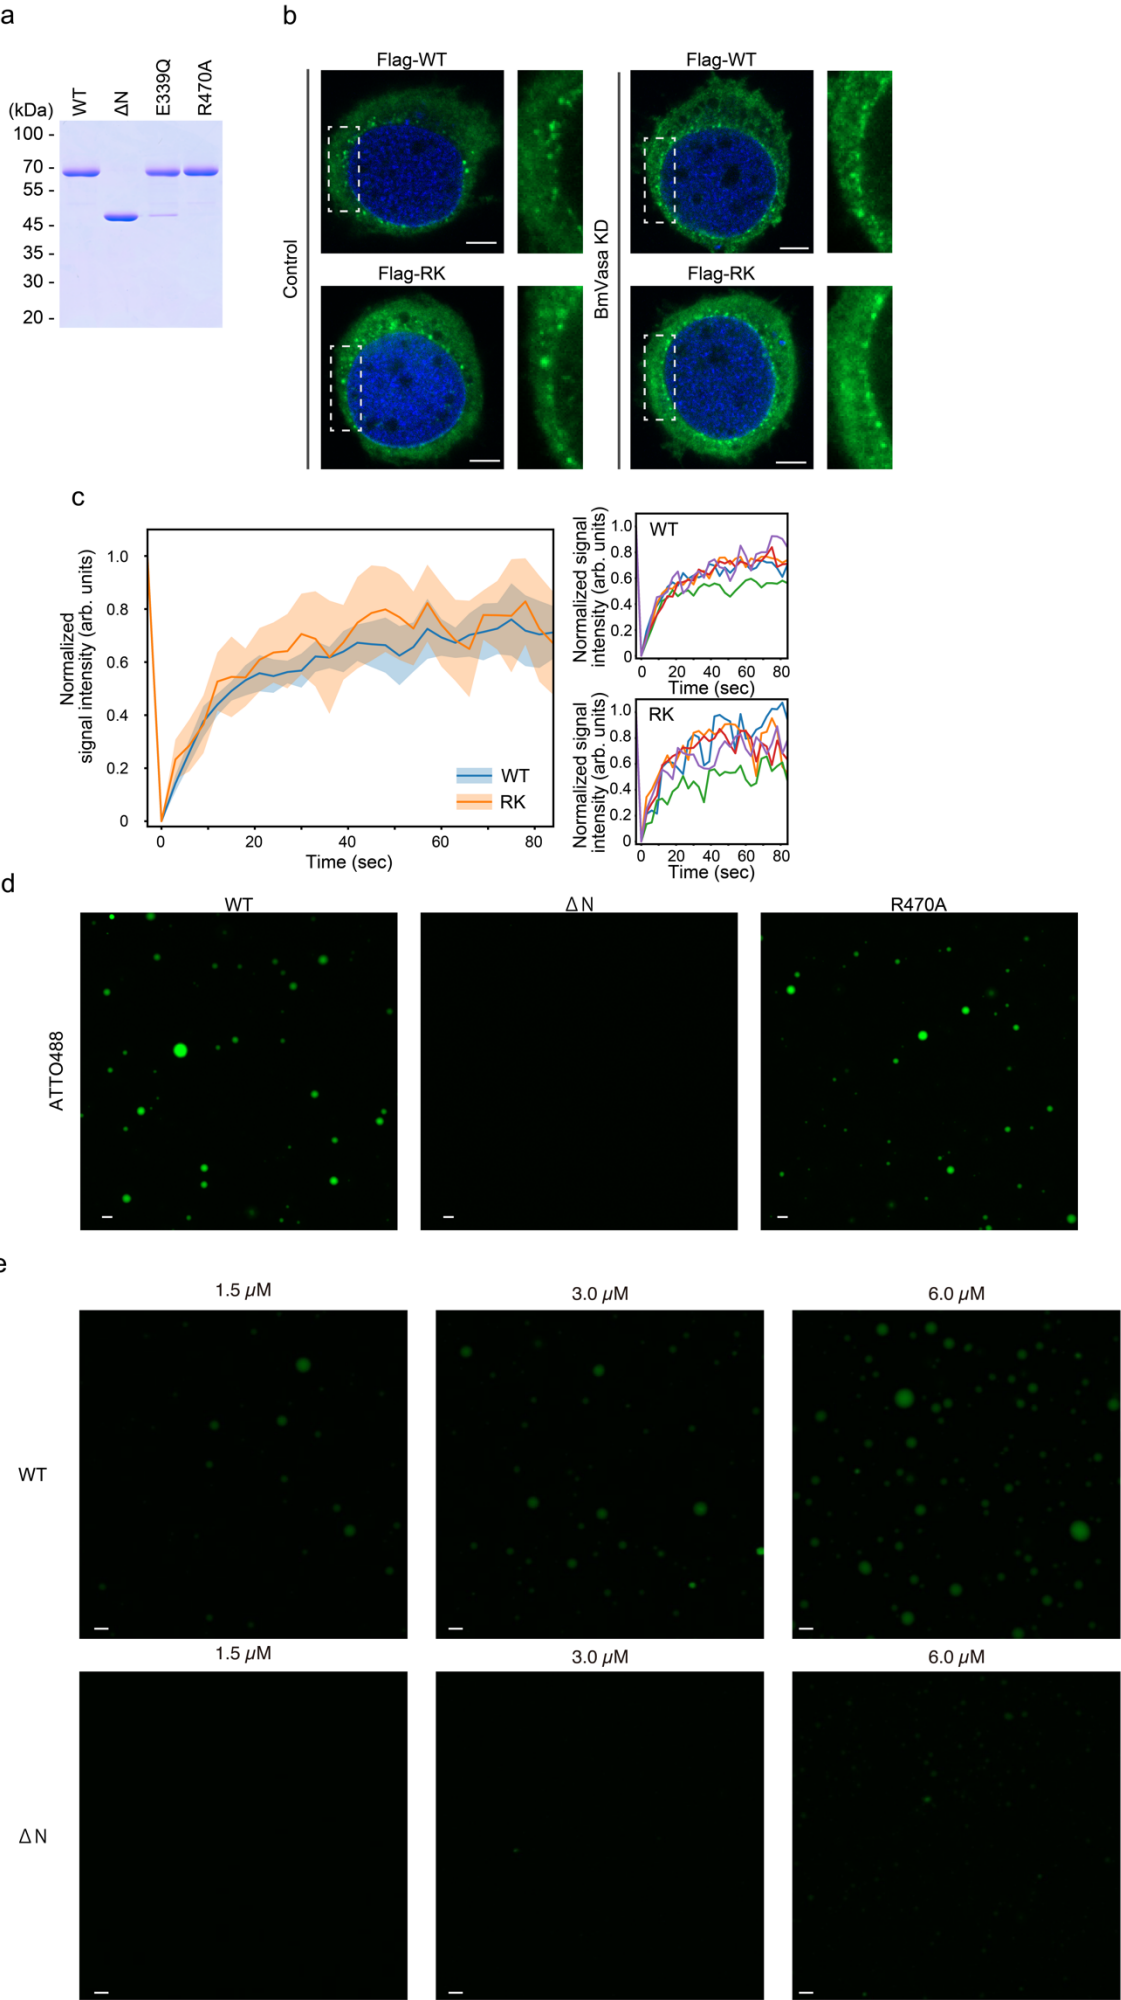

**Supplementary Figure 2. LLPS of recombinant BmVasa proteins and behavior of BmVasa RK mutant in BmN4 cells.** **(a)** CBB-stained protein gel shows the purity of BmVasa WT and its mutants,  $\Delta$ N, E339Q, and R470A, employed in the *in vitro* droplet formation assay. **(b)** Subcellular localization of Flag-BmVasa WT and RK mutant (Flag-RK) (green) in control BmN4 cells (Control) and cells lacking endogenous BmVasa (BmVasa KD). DAPI (blue): nuclei. Scale bar: 5  $\mu$ m. Enlarged images of the insets indicated with white dotted lines are shown on the right. **(c)** FRAP analysis of the EGFP-BmVasa WT and RK expressed in BmN4 and localized in Vasa bodies was performed. Mean (line) and standard deviation (shade) are shown (left) (n=5). Individual data are plotted on the right. **(d)** Uncropped images of Fig. 2g. Scale bar: 5  $\mu$ m. **(e)** *In vitro* droplet formation assay in the presence of 15% PEG 6000 was performed with different concentrations of BmVasa WT and  $\Delta$ N. Scale bar: 5  $\mu$ m. Source data are provided as a Source Data file.

a

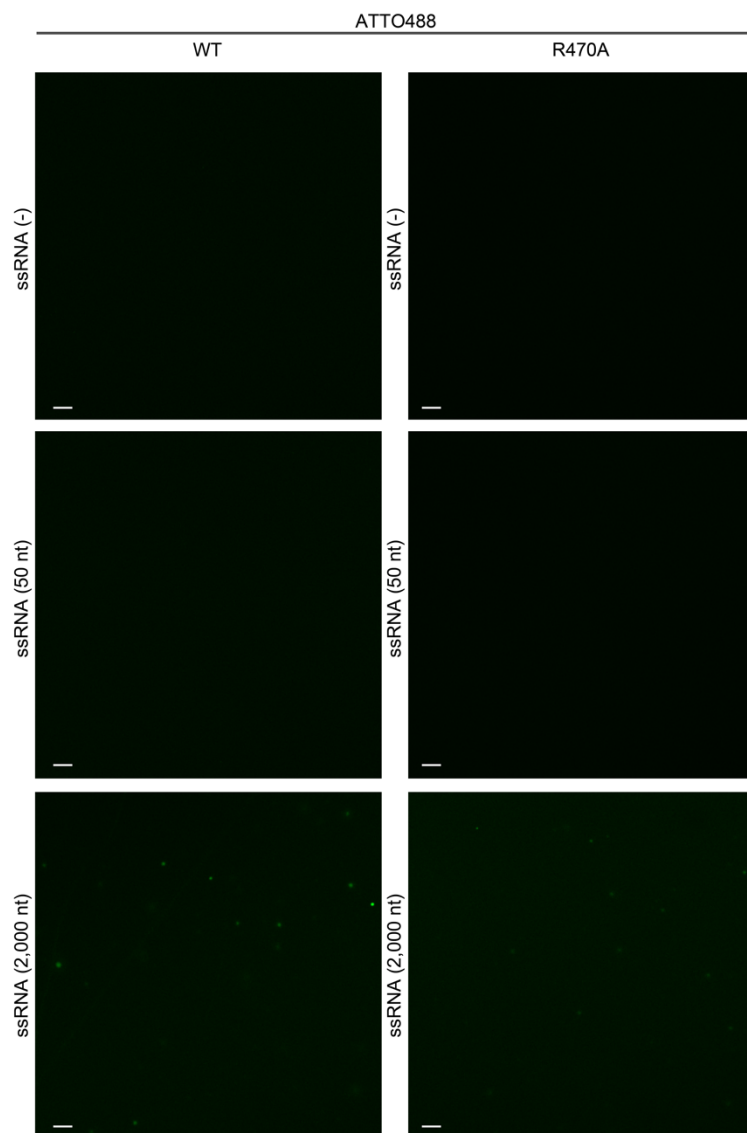

b

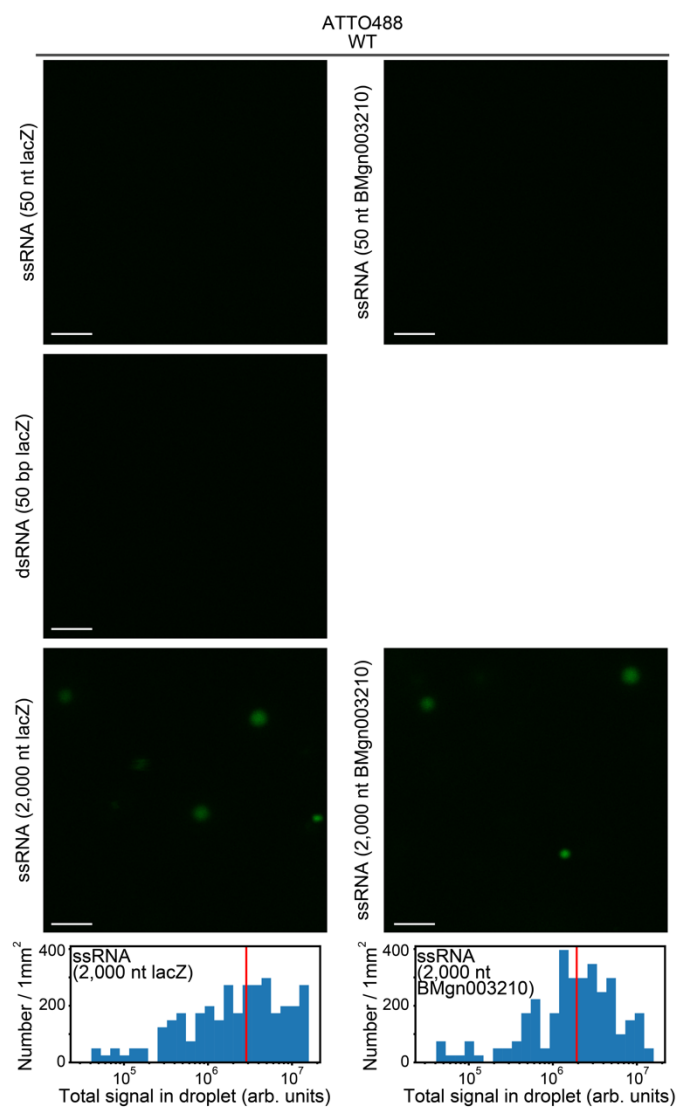

c

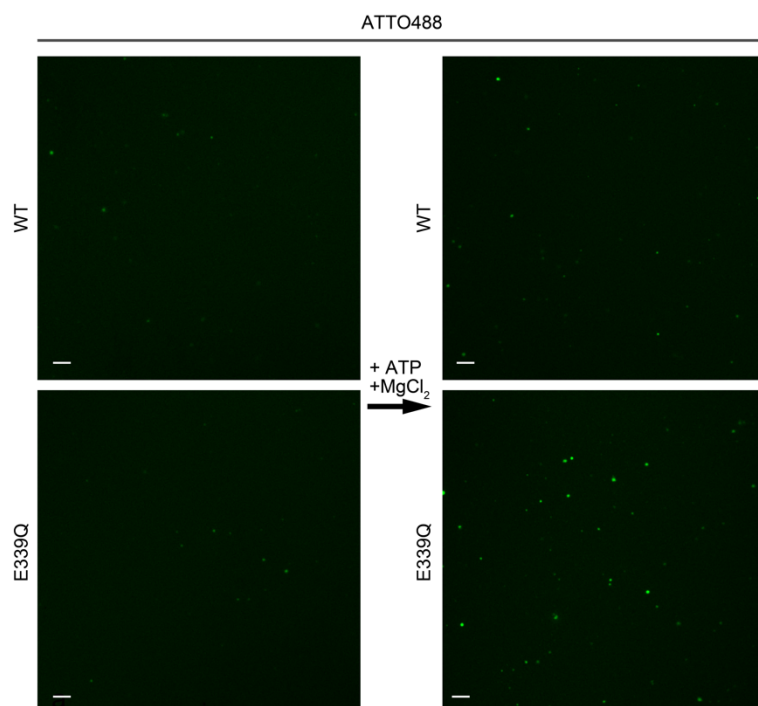

d

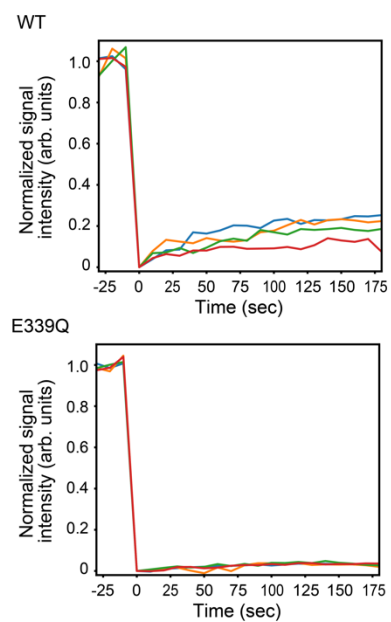

**Supplementary Figure 3. The droplets of BmVasa WT and R470A, and FRAP analysis of the droplets of BmVasa WT and E339Q.** **(a)** Uncropped images of Fig. 3a. Scale bar: 5  $\mu\text{m}$ . **(b)** *In vitro* droplet formation assay of ATTO488-labeled recombinant BmVasa WT (1.5  $\mu\text{M}$ ) in the presence of 5% PEG 6000 and 50 nt ssRNA (derived from lacZ or BMgn003210), 50 bp dsRNA (derived from lacZ) or 2,000 nt ssRNA (derived from lacZ or BMgn003210). Only the 2,000 nt ssRNA promoted droplet formation. Histograms of total ATTO488 signal intensity of a droplet in the presence of 2,000 nt ssRNAs are shown. Red line indicates the median; the difference between 2,000 nt ssRNA derived from lacZ and BMgn003210 was small for clarity. ( $p = 0.0406$  by two-tailed Mann–Whitney U test). Scale bar: 5  $\mu\text{m}$ . **(c)** Uncropped images of Fig. 3b. Scale bar: 5  $\mu\text{m}$ . **(d)** FRAP analysis of the droplets of BmVasa WT and E339Q in the presence of 2,000-nt-long ssRNAs, ATP, and  $\text{MgCl}_2$ . Individual data ( $n = 4$ ) of Fig. 3c are shown. Source data are provided as a Source Data file.

|        |     |          |           |         |          |         |          |                 |
|--------|-----|----------|-----------|---------|----------|---------|----------|-----------------|
| BmVasa | 1   | MDDDWDD  | SCEAVVPPP | PLQNHDS | VDEGHSL  | SRG-RGF | PSFNED   | DEKENG          |
| DmVasa | 1   | MSDDWDDE | -----     | PI----- | VD-----  | TRGAR   | GGDWSDD  | EDTAKSF         |
| BmVasa | 50  | YGERRGRG | -----     | -----   | -----    | GR-GGGR | GRGGRG   | SGSREQHS        |
| DmVasa | 32  | SGEAE    | GDGVGG    | SGGEGGY | QGGNRDVF | GRI     | GGGRGG   | GAGGYRGGNR----- |
| BmVasa | 80  | DYETNGD  | HDDRGRGER | -----   | -----    | GRGRGR  | GGGRGGGG | -----           |
| DmVasa | 78  | --DGGGF  | HGGRRER   | GERDFR  | GGEGGFRG | QGGSRGG | QGGSRGG  | QGGFRGGE        |
| BmVasa | 114 | -----    | -----     | -----   | -----    | GGDRND  | YEDNEI   | --GENGE-----    |
| DmVasa | 126 | GGFRGR   | LYENED    | GDERRGR | LDREER   | GGERRGR | LDREER   | GGGERGERGDGGF   |
| BmVasa | 131 | -----    | -----     | -----   | -----    | TKKPVT  | YVPPEPT  | NDETEIFSS       |
| DmVasa | 176 | ARRRRN   | EDDINN    | NNNNIV  | EDVERK   | REFYIP  | PEPSNDA  | IEIFSSGIASGIHF  |

**Supplementary Figure 4. N-IDR sequence alignment.** The sequences of BmVasa and DmVasa were subjected to pairwise sequence alignment. Amino acids 1–160 of BmVasa and 1–225 of DmVasa are shown. Blue and orange highlights indicate N-IDR and conserved amino acid, respectively.

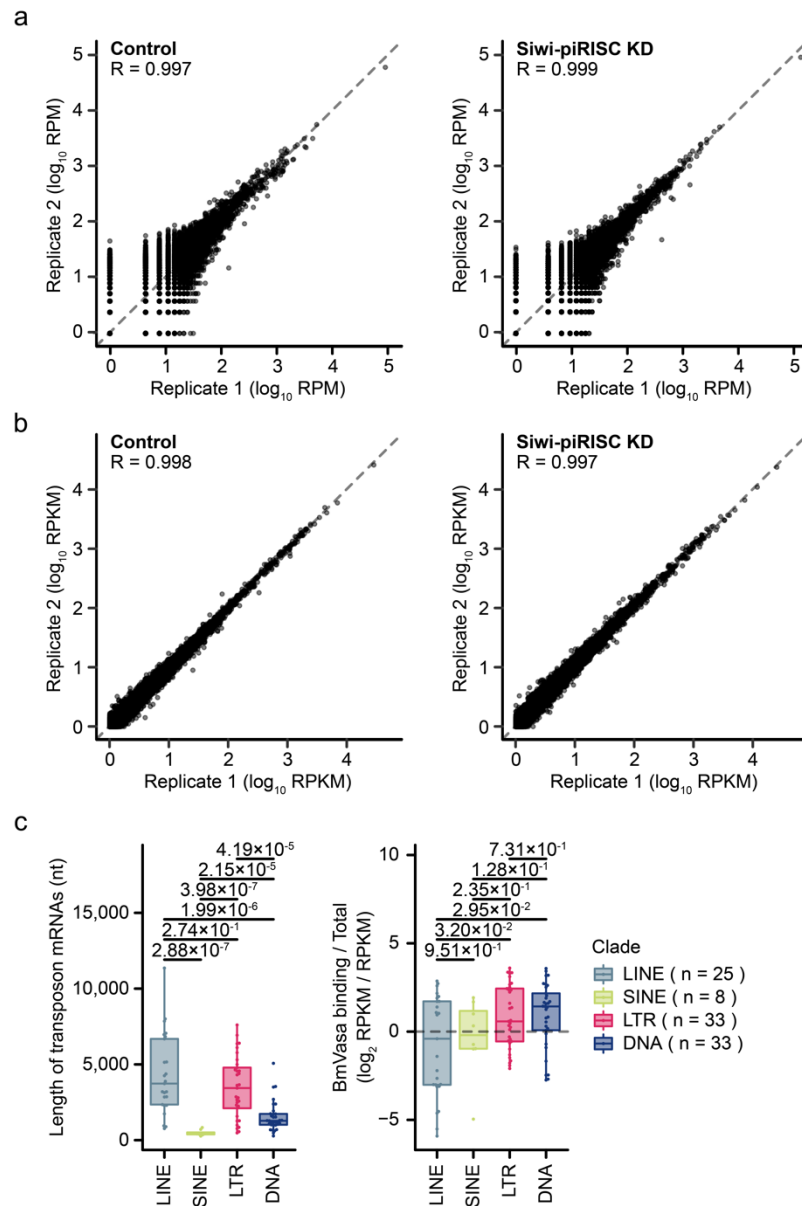

**Supplementary Figure 5. Bioinformatic analysis of BmVasa FAST-iCLIP reads.** **(a)** Scatter plots show RPM values of the BmVasa FAST-iCLIP library (BmVasa binding) for mRNAs in two replicates produced in control BmN4 cells (left) and cells lacking Spn-E (Siwi-piRISC KD; right). R is Pearson's correlation coefficient. **(b)** Scatter plots show the expression levels of mRNAs in two replicates produced in control BmN4 cells (left) and cells lacking Siwi (Siwi-piRISC KD; right). R is Pearson's correlation coefficient. **(c)** Box plots show the length distribution (left) and the enrichment value (BmVasa binding relative to Total; right) of transposon mRNAs with the annotation of clade. Two-tailed Mann–Whitney U test was performed and p values are indicated in the box plots. Center line: median. Box limits: upper and lower quartiles. Whiskers: 1.5 × interquartile range. Source data are provided as a Source Data file.

Supplementary Table 1. Sequences of oligonucleotides

\*: RNA is shown in italics

### **Description of Additional Supplementary Files**

**Supplementary Movie1: Live imaging of EGFP-BmVasa in BmN4 cells.** A longer time-frame movie of Fig. 2a. Frame rate: 7 fps. 1 frame: 3 sec. Scale bar: 2  $\mu\text{m}$ .

# Supplementary material for: Bombyx Vasa sequesters transposon mRNAs in nuage via phase separation requiring RNA binding and self-association
**Source:** Nat Commun. 2023 Apr 7;14:1942. doi: 10.1038/s41467-023-37634-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

**Supplementary Movie1: Live imaging of EGFP-BmVasa in BmN4 cells.** A longer time-frame movie of Fig. 2a. Frame rate: 7 fps. 1 frame: 3 sec. Scale bar: 2  $\mu\text{m}$ .

# Supplementary material for: Bombyx Vasa sequesters transposon mRNAs in nuage via phase separation requiring RNA binding and self-association
**Source:** Nat Commun. 2023 Apr 7;14:1942. doi: 10.1038/s41467-023-37634-2
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Chemiluminescence detection was performed by ChemiDoc XRS Plus System (Bio-Rad). Autoradiography was performed by Typhoon FLA 9500 (Cytiva). Deep sequencing was performed with MiSeq (Illumina) and NovaSeq (Illumina).                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Data analysis   | Python 3.7.6, Numpy 1.18.1, Pandas 1.0.1, Matplotlib 3.1.3, Scipy 1.4.1, Fiji 2.1.0, EMBOSS Needle ( <a href="https://www.ebi.ac.uk/Tools/psa/emboss_needle/">https://www.ebi.ac.uk/Tools/psa/emboss_needle/</a> ), Cutadapt (version 4.0), FASTX-Toolkit (version 0.0.14), STAR (version 2.7.9a), Bowtie (version 1.3.1), Rcorrector (version 1.0.4), TranscriptomeAssemblyTools ( <a href="https://github.com/harvardinformatics/TranscriptomeAssemblyTools">https://github.com/harvardinformatics/TranscriptomeAssemblyTools</a> ), TrimGalore (version 0.6.6), SAMtools (version 1.15), and R (version 4.2.0) were used for data analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The data supporting the findings of this study are available from the corresponding author upon reasonable request. The

FAST-iCLIP and total RNA sequencing data generated in this study have been deposited in Gene Expression Omnibus under accession code GSE213917 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE213917]. The silkworm genome databases used in this study (KAIKObase database and Silkbase database) are available under the following links: [https://sgp.dna.affrc.go.jp/KAIKObase/, https://silkbase.ab.a.u-tokyo.ac.jp/cgi-bin/index.cgi].

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

### Antibodies

Antibodies used

Anti-BmVasa and Ago3 monoclonal antibodies were produced from immunized mice, respectively (Nishida et al., 2015, Cell Reports 10, 193-203).

Anti-Flag M2 (catalog number: F3165, Sigma), anti-Flag produced in rabbit (catalog number: F7425, Sigma), anti-Myc (9E10, Developmental Studies Hybridoma Bank) and anti- $\beta$ -Tubulin (E7, Developmental Studies Hybridoma Bank) monoclonal antibodies were purchased.

For western blotting, each antibody was used at the following dilution [anti-BmVasa (1:20 (supernatant of hybridoma cells)), Flag (1:5000), Myc (1:5000),  $\beta$ -Tubulin (1:1000)].

For immunofluorescence, each antibody was used at the following dilution [anti-Ago3 (1:500), Flag (1:1000)].

[Secondary antibodies]

Peroxidase-conjugated anti-mouse IgG antibody (1:5,000 dilution; catalog number: 55558, Cappel)

TrueBlot ULTRA: Anti-Ig HRP, Mouse (Rat) (1:1,000 dilution; catalog number: eB144, ROCKLAND)

Goat anti-Mouse IgG1 Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (1:1,000 dilution; catalog number: A-21121, Invitrogen)

Goat anti-Mouse IgG2a Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555 (1:1,000 dilution; catalog number: A-21137, Invitrogen)

## Validation

[Primary antibodies]

Anti-BmVasa and Ago3 monoclonal antibodies were validated by Western blotting of a knockdown lysate of BmN4 in a previous studies, respectively (Nishida et al., 2015, Cell Reports 10, 193-203).

For the following purchased antibodies, see manufacturer information:

Anti-Flag M2 (<https://www.sigmaaldrich.com/JP/ja/product/sigma/f3165>)

Anti-Myc (<https://dshb.biology.uiowa.edu/9E-10>)

Anti- $\beta$ -Tubulin ([https://dshb.biology.uiowa.edu/E7\\_2](https://dshb.biology.uiowa.edu/E7_2))

[Secondary antibodies]

Peroxidase-conjugated anti-mouse IgG antibody (<https://www.mpbio.com/jp/0855558-peroxidase-conjugated-sheep-igg-fraction-to-mouse-igg-no-cross-to-human>)

TrueBlot ULTRA: Anti-Ig HRP, Mouse (Rat) (<https://www.rockland.com/categories/trueblot/mouse-trueblot-ultra-anti-mouse-ig-hrp-18-8817-30/>)

Goat anti-Mouse IgG1 Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 488 (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG1-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21121>)

Goat anti-Mouse IgG2a Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 555 (<https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG2a-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21137>)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

BmN4 cells were gifted from National Institute of Agrobiological Sciences (NIAS).

Authentication

BmN4 cell have not been authenticated.

Mycoplasma contamination

BmN4 cells were not tested for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

BmN4 cells are not misidentified cell lines.

How the deposited data were processed for this re-analysis (not part of the article)

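Total RNA sequencing of BmN4 cells in 2 conditions was analysed, with siRNA against luciferase (Luc KD, control) and against Siwi (Siwi KD) and 2 libraries in each. The FAST-iCLIP libraries were not analysed here. The authors corrected and trimmed the reads, mapped them with STAR to the silkworm genome and then to a library of 18596 sequences, and merged the replicates. The deposited read counts are sense reads per sequence for each condition, without normalization. The deposited RPKM values were made by the authors from these counts by dividing by the sequence length and by the number of genome-mapped reads, without a pseudo-count. The table also gives each sequence's length and its annotation as transposon or protein-coding, which was used as given. No coordinates are in it.

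Since replicates were merged, there was 1 value per sequence and condition. The tests planned between the libraries (a model across genes on the separate libraries, set tests on that model, a permutation of the libraries, correlation of the replicates and fits without each replicate) could not be run. In their place, log2 fold changes of RPKM + 1, counts of sequences past a log2 fold change of 1, 2 or -1, sums and shares are given as descriptions of the merged libraries. Sequences above 10 RPKM in either condition were called expressed, as in the paper. Whether transposons stood apart was described by the percentile of their median among 10000 random lists of protein-coding genes matched in 10 strata of mean expression. Lists matched on length, and lists of other transposons for each clade, in 4 strata, were drawn in the same way; small strata were drawn with replacement. Shares of reads have 95% Wilson intervals on read pairs, and counting errors of fold changes were computed from read pairs. The interval of a share of summed RPKM came from 2000 Poisson draws of the counts. Multiply mapped reads are not independent, so these cover counting error only.

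The depth was 77350240 reads on the sequences in Luc KD and 84961588 in Siwi KD, of which the 9536-nt transposon took 41.0% and 35.7%. Protein-coding genes received 29903886 and 29350876 reads. For a sequence of 1000 nt, 2 reads (1 pair) are worth 0.0164 RPKM in Luc KD and 0.0154 RPKM in Siwi KD, so that expressed sequences were far above the counting limit.

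Replicate values, FAST-iCLIP values and length bins marked as the paper's were read from its source data. The copy held gives 1997 of the 18596 sequences for the replicates and 1997 of the 2617 protein-coding genes for BmVasa binding, ordered by name, and all 389 transposons. No set test was run on the incomplete tables. For transposons and protein-coding genes at or under 10 RPKM with at least 100 reads, 100 simulations drew read pairs from Poisson distributions with the same rate in both conditions.

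The sequences to be named were fixed in advance as those of the High class, the 5 transposons with the highest RPKM in Luc KD, and the transposons and protein-coding genes with the largest changes past a test. Since no test was possible, the criterion of a test was dropped. None of the 16880 gene model identifiers matched the reference table of gene names (0 matches), so gene models could not be named, and identifiers are given for only 2 that rose and 2 that fell. Curated transposons whose names end in a number are given by their set and length. SART1 and Bm1 were also named; SART1 is among the 10 transposons left out in an alternative, and Bm1 was chosen after its values were seen. Siwi, Ago3, BmVasa and Spn-E are not reported for the same reason.

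Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The calculations were tested on simulated counts for the 3006 expressed sequences, in which 200 were changed by known amounts. All 200 (100%) were recovered beyond a log2 change of 1, none (0) of the 2806 unchanged sequences was, and 3 of 100 unchanged lists fell outside the central 95% of random lists. The simulated counts varied by counting error only, and their fold changes had no pseudo-count and were centred on the known scaling. The simulation therefore checks the arithmetic and does not cover differences between replicates. Alternatives covered the threshold, the pseudo-count, the scaling, the transposons included and the measure summed.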

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

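The tests of expression level and length for LTR transposons and of low counts were fixed before their results were seen. Quantile normalization, used here as the test of scaling, was an alternative set before the data were examined. The tests of counting error and replicates were chosen after the result was seen. The deposited values have no replicate check; where the paper's replicate values were held, they are given as a description. GC content was not tested because the sequences were not used here.

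LTR transposons rose more than the other clades, a comparison the paper does not report. The median log2 FC was 0.73 for 33 LTR transposons, against 0.29 for 25 LINE, 0.36 for 8 SINE and 0.37 for 33 DNA transposons. A log2 FC above 1 was found for 13 LTR, 1 LINE and 2 DNA transposons and for 0 SINE transposons. Summed RPKM of the LTR transposons rose 2.27-fold, from 1826 to 4138. The ratio of the sums was 1.51 for LINE, 1.24 for DNA and 0.87 for SINE transposons, so the SINE sum fell although the SINE median rose. The LTR median lay at percentile 99.98 of 10000 lists of other transposons matched on mean expression and at 99.98 of lists matched on length, which argues against expression level or length as the whole cause. In the paper's replicate values, held for 22 of the 33, both Siwi KD values were above both Luc KD values for 19 LTR transposons and below them for 0 (16.7% by chance each way). They were above for 20 of 25 DNA, 9 of 12 LINE and 3 of 5 SINE transposons, and below for 2, 0 and 1. These counts show a rise of LTR transposons but hardly set it apart from that of the DNA and LINE transposons. The median log2 ratio of the same-numbered replicates was 0.70 and 0.82 for LTR and 0.22 and 0.29 for the other 93 transposons held, whose median in the deposited values was 0.25 against 0.33 for all 356 other transposons. Over the 4 pairs of a Siwi KD and a Luc KD library, the LTR median exceeded that of the other transposons by at least 0.43, against a gap of at most 0.09 between replicates of a condition, which argues against 1 replicate as the source for these 22. For the other 11 LTR transposons, a difference between replicates cannot be told apart from an effect of the knockdown, because their replicate values were not held. Reads shared between similar LTR copies were not tested. A stronger response of LTR transposons to the loss of Siwi may remain as a hypothesis, found and tested on the same data.

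Among transposons at or under 10 RPKM in both conditions, which the paper left out, 98 of the 2133 with at least 100 reads had a log2 FC above 1 (pseudo-count 0.1), or 4.59%. This number depends on the pseudo-count. With a pseudo-count of 1, 86 transposons and 103 protein-coding genes were above 1 among all sequences with a read. Among expressed sequences alone, 66 and 43 were. With the pseudo-count of 0.1, protein-coding genes under the same limits rose as often, 316 of 6420 or 4.92%. These rates do not compare the groups in general, because sequences that rose past 10 RPKM were left out. Only in Siwi KD, 77 transposons and 141 protein-coding genes were above it, against 9 and 225 only in Luc KD. In 100 simulations of unchanged sequences with the read numbers of both sets under the limit, at most 2 transposons and at most 2 protein-coding genes had a log2 FC above 1. This argues against counting error as the cause. Of the 372 such transposons with replicate values of the paper, 16 had replicates of Luc KD and 11 had replicates of Siwi KD apart by more than a log2 ratio of 1. Both Siwi KD values were above both Luc KD values for 182 of them and below for 33 (16.7% by chance each way), and for 18 and 80 of the 153 protein-coding genes held, which fell more than the full set (median -0.30 in the deposited values). Variation equal in both directions would give falls below -1 as often as rises above 1. The 98 rises against 2 falls of transposons, and 316 against 72 of protein-coding genes, argue against such variation as the whole cause. How far variation beyond counting error added to the rises cannot be told, because a rate of 4.92% in protein-coding genes would follow from it or from the knockdown. The medians differed, at 0.26 for transposons and -0.01 for protein-coding genes, and falls below -1 were rarer among transposons (2) than among protein-coding genes (72, or 1.12%). For the difference in medians, no explanation was tested.

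Among expressed protein-coding genes, whose changes in Siwi KD the paper does not report gene by gene, 43 had a log2 FC above 1 and 30 one below -1. After quantile normalization there were 41 and 33, which argues against a difference in the distribution of values between the libraries as the whole cause of the rises. Of the 43, 0 are among the 48 expressed protein-coding genes with replicate values held, so differences between replicates stay open. Reads shared with derepressed transposons were not tested, and no biological explanation was tested beyond the knockdown itself.

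Among expressed protein-coding genes, the largest rise was that of the gene model KWMTBOMO04085.mrna1 (1397 nt), from 107 to 1169 RPKM (18260 and 211872 reads), a log2 FC of 3.44. Its counting error of 0.0157 on the log2 scale argues against counting noise. A difference between the replicates cannot be told apart from an effect of the knockdown, because the copy of the replicate table held 48 expressed protein-coding genes and this one is not among them. The largest falls among these genes were those of KWMTBOMO07274.mrna1, from 64.2 to 7.91 RPKM (log2 FC -2.87), and KWMTBOMO00538.mrna1, from 19.1 to 3.46 RPKM (log2 FC -2.17). Both conditions were treated with siRNA, so the treatment as such is common to both. Whether these gene models are changed by the loss of Siwi or by another effect of the siRNA against Siwi stays open.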

How the results depend on the processing

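The alternatives were set before the data were examined, except that sequences above 10 RPKM in both conditions, all sequences without a threshold, the share without the 7 gene models and R2Bm, transposons under the threshold, and centring of the clades were added after seeing the data. Not run, because the deposited values merge the replicates, were the plain mean of replicates, the threshold in every library, the fits without each replicate or with replicate 1 or replicate 2 alone, the models across genes with their options, the set tests and the replicate correlations. No paired analysis was possible because the deposited columns merge the replicates and the results come from no test. In the part of the paper's source data held, same-numbered libraries gave median log2 ratios of 0.27 and 0.36 for 115 transposons and of -0.48 and -0.24 for 48 protein-coding genes, which fell more than the full set.

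The transposon share rose in Siwi KD under each of the 10 alternatives tried for it, but its level moved by more than counting error under each. Above 30 RPKM it went from 29.5% to 38.0%, a rise of 8.44 percentage points, and above 100 RPKM from 32.8% to 41.5% (8.73). Without the 9536-nt transposon it went from 17.7% to 27.6% (9.86) and without the 10 highest transposons from 7.97% to 12.1% (4.09). With curated transposons only it went from 18.6% to 21.6% (2.94), by reads from 65.1% to 69.2% (4.13), and with RPKM + 1 from 26.7% to 34.5% (7.78). Without a threshold it went from 25.6% to 33.0% (7.37), above 10 RPKM in both conditions from 27.1% to 34.9% (7.82), and without the 7 gene models and R2Bm from 19.7% to 22.9% (3.24). Without the 10 highest transposons, the rise was smaller in percentage points, but the ratio of the shares was larger than with all transposons, at 1.51 against 1.29. With curated transposons only, and without the 7 gene models and R2Bm, both the points and the ratio were smaller, with a ratio of 1.16 each. The cause of these and the other differences was not tested.

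The numbers of expressed sequences stayed within 1.5 times under both alternatives. Of the derepression classes, only Middle moved by more, from 58 to 22 transposons with a pseudo-count of 10, which shrinks the FCs of low sequences. With no pseudo-count, the classes held 11, 58 and 320 transposons. For the same pseudo-count of 10, the numbers past a log2 FC of 1 and -1 were 30 and 1 for transposons (66 and 2 in the values reported) and 10 and 4 for protein-coding genes (43 and 30). Including sequences above 1 RPKM, or all with a read, gave 103 and 49 protein-coding genes, because more genes enter. Centring on the protein-coding median, a shift of -0.13, gave 75 and 1 transposons and 57 and 17 protein-coding genes, so the split between higher and lower genes depends on the scaling. Quantile normalization gave 62 and 2 transposons and 41 and 33 protein-coding genes.

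The transposon median stayed 0.46 above the protein-coding median without the 10 highest transposons and with curated transposons only. For sequences at or under 10 RPKM, the difference was 0.27. The clade medians kept their direction, and with centring the SINE median was 0.49 and the DNA median 0.50. The transposon peak in length moved from the bin ending at 10000 nt to that ending at 3000 nt without the 9536-nt transposon, by construction. In all, 45 of the 81 values moved and 36 did not, and no direction was reversed.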

Differences from the paper's values

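None of the values in the setting reported differed from the paper's by more than 1.5-fold. The paper's text gives 80069 RPKM for transposons in cells lacking Siwi, whereas the deposited values sum to 85680, or to 86069 with RPKM + 1, which is the paper's value in its source data (86069). The paper's sums in the text would give a transposon share of 32.9%, against the 34.5% it states. With RPKM + 1, an alternative set before the data were examined, the share was 34.5%. In the length bin of 501 to 1000 nt, protein-coding genes summed to 90539 RPKM here, against the paper's 90131.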

Other observations

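The lists of protein-coding genes matched on expression and on length were fixed before the results were seen. The total RNA shares without the 9536-nt transposon, without the 10 highest transposons and with curated transposons only were alternatives set beforehand. The other tests in this part were chosen after the results were seen. The values of BmVasa binding are the paper's, from its source data. Correlations are across sequences, which are not independent replicates. The 7 correlations computed have permutation p-values (two-sided, 100000 permutations) with Benjamini-Hochberg adjusted values beside them.

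The rise of the transposon share was not due to the most abundant transposon, since the share rose by 9.86 percentage points without the 9536-nt transposon. The 10 highest transposons are not its whole cause either, because without them the share in Siwi KD was still 1.51 times that in Luc KD. They include the 9536-nt transposon, which fell. When only the 7 gene models among them and R2Bm were left out, the ratio was 1.16 and the rise 3.24 percentage points. With curated transposons only, the ratio was 1.16 and the rise 2.94 percentage points. The median log2 FC of transposons lay at percentile 100 of the lists of protein-coding genes matched on expression and at percentile 100 of those matched on length. These tests argue against abundance, expression level and length as the whole cause, and a loss of Siwi-dependent silencing remains as the paper's explanation. The source of the reads on the 7 gene models stays open, so their part in the rise does too. For the 115 expressed transposons with replicate values of the paper, the median log2 ratio exceeded that of the 48 protein-coding genes by at least 0.60 over the 4 pairs of a Siwi KD and a Luc KD library, against a gap of at most 0.09 between replicates of a condition. These 48 genes, the first by name, fell more than the full set, with a median of -0.33 in the deposited values against -0.13 over all 2617, where the gap to all transposons was 0.48, so 0.60 overstates the gap to protein-coding genes in general. The 115 transposons had a median of 0.32 in the deposited values. Taken alone, their median log2 ratio was at least 0.27 over the 4 pairs and at most 0.09 between replicates of a condition. Both Siwi KD values were above both Luc KD values for 74 of the 115 transposons and 1 of the 48 protein-coding genes, and below for 7 and 36 (16.7% by chance each way). These values argue against 1 replicate as the source for the transposons held. For the other 274 a difference between replicates cannot be told apart from an effect of the knockdown, because their replicate values were not held. Reads shared between copies remain open.

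The 7 gene models among the 10 highest transposons rose by nearly the same factor, 1.70-fold to 1.82-fold. The SD of their log2 FC was 0.04, against a median SD of 0.56 for random lists of 7 drawn from the other 37 transposons above 100 RPKM, and 0% of the lists had one as small. The 7 sequences were set by their abundance in Luc KD and by being gene models, not by their FCs. The comparison was chosen after their near-equal rise was seen, so it decides nothing by itself. By the paper's values, their BmVasa binding in control cells was 3.96 to 13.8 RPM each and 55.4 RPM in sum, whereas the median over the 389 transposons was 53.4 RPM. They may share reads with one another, as reads were mapped in multiple counting modes, or may hold stretches of ribosomal RNA that the depletion kit, made for human, mouse and rat, left in the libraries. These explanations cannot be told apart, because the sequences were not used here.

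The High class is set apart from the Middle class by a gap of 0.84 in log2 FC, between 2.83 and 1.99. Its 8 sequences may be copies of one transposon or a few that share reads, in which case the class would count fewer transposons than sequences. The gap does not decide this, since the sequences were picked for it.

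In the paper's values, the transposon share of BmVasa binding rose from 59.7% to 68.4%, a difference of 8.69 percentage points and a ratio of 1.15, and the total RNA share rose by 7.87 percentage points and a ratio of 1.29. The 9536-nt transposon held 43.8% of BmVasa-bound transposon RPM in control cells and 55.6% in cells lacking Siwi-piRISC, while its total RNA fell. Without it, the BmVasa share rose from 45.5% to 49.0%, or by 3.58 percentage points and a ratio of 1.08. The total share without it rose by 9.86 percentage points and a ratio of 1.56. Without the 10 highest transposons, the BmVasa share rose by 3.55 percentage points and a ratio of 1.08, and the total share by 4.09 and 1.51. The comparison depends on which transposons are counted. Without the 7 gene models and R2Bm, the total share rose by a ratio of 1.16 and 3.24 percentage points, and the BmVasa share by 1.15 and 8.69. With curated transposons only, the total share rose by a ratio of 1.16 and the BmVasa share by 1.24, so the order was the opposite. The 7 gene models and R2Bm were picked for their part in the rise, so leaving them out does not decide whether they set the larger ratio of the total share. Replicate values of BmVasa binding were not used here.

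Over the 389 transposons, Spearman's rho between total RPKM and BmVasa RPM was 0.159 (permutation p = 0.0017, adjusted p = 0.0024), as in the paper. RPKM is divided by length and RPM is not. With total RNA also as RPM, rho was 0.291 (p = 1e-05, adjusted p = 2.3e-05). For protein-coding genes, over 1997 of 2617 genes, rho was 0.381 and 0.625, respectively (both p = 1e-05, adjusted p = 2.3e-05; 1e-05 is the smallest value the permutations can give). The gap between protein-coding genes and transposons was 0.333 with both measures as RPM, so it did not close with equal units. Neither RPM measure is divided by length, so length can enter both. The measures were not compared with both per kilobase, so a part of length in the gap is not excluded.

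Gene by gene, length and BmVasa RPM per total RPM were not detectably correlated for the 1997 protein-coding genes (rho = 0.0144, permutation p = 0.52, adjusted p = 0.52). The median was 0.658 for the 156 genes longer than 3000 nt and 0.580 for the shorter ones. Of the 29 genes of 4001 to 4500 nt in the copy held, a single gene had 46.0% of the BmVasa binding per kilobase. A preference for long mRNAs that holds in single bins may therefore reflect few genes, but the correlation does not exclude it, as 1997 of 2617 genes were held. For transposons, rho was -0.149 (permutation p = 0.0031, adjusted p = 0.0037).

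The FC of total RNA and the FC of BmVasa binding were weakly correlated over the 389 transposons (rho = 0.172, permutation p = 0.00068, adjusted p = 0.0012). The BmVasa values come from cells depleted of Spn-E and the total RNA from cells depleted of Siwi.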
